# Hyperglycemia enhances brain susceptibility to lipopolysaccharide-induced neuroinflammation via astrocyte reprogramming

**DOI:** 10.1186/s12974-024-03136-1

**Published:** 2024-05-27

**Authors:** Kyung-Seo Lee, Sung-Hyun Yoon, Inhwa Hwang, Jeong-Hwa Ma, Euimo Yang, Rebekah Hyeyoon Kim, Eosu Kim, Je-Wook Yu

**Keywords:** Hyperglycemia, Neuroinflammation, Astrocytes, Microglia, Lipopolysaccharide, RNA-sequencing, Cognitive function

## Abstract

Hyperglycemia has been shown to modulate the immune response of peripheral immune cells and organs, but the impact of hyperglycemia on neuroinflammation within the brain remains elusive. In the present study, we provide evidences that streptozotocin (STZ)-induced hyperglycemic condition in mice drives a phenotypic switch of brain astrocytes to a proinflammatory state, and increases brain vulnerability to mild peripheral inflammation. In particular, we found that hyperglycemia led to a significant increase in the astrocyte proliferation as determined by flow cytometric and immunohistochemical analyses of mouse brain. The increased astrocyte proliferation by hyperglycemia was reduced by Glut1 inhibitor BAY-876. Transcriptomic analysis of isolated astrocytes from *Aldh1l1*^*CreERT2*^;*tdTomato* mice revealed that peripheral STZ injection induced astrocyte reprogramming into proliferative, and proinflammatory phenotype. Additionally, STZ-induced hyperglycemic condition significantly enhanced the infiltration of circulating myeloid cells into the brain and the disruption of blood-brain barrier in response to mild lipopolysaccharide (LPS) administration. Systemic hyperglycemia did not alter the intensity and sensitivity of peripheral inflammation in mice to LPS challenge, but increased the inflammatory potential of brain microglia. In line with findings from mouse experiments, a high-glucose environment intensified the LPS-triggered production of proinflammatory molecules in primary astrocyte cultures. Furthermore, hyperglycemic mice exhibited a significant impairment in cognitive function after mild LPS administration compared to normoglycemic mice as determined by novel object recognition and Y-maze tasks. Taken together, these results demonstrate that hyperglycemia directly induces astrocyte reprogramming towards a proliferative and proinflammatory phenotype, which potentiates mild LPS-triggered inflammation within brain parenchymal regions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03136-1.

## Introduction

Hyperglycemia, characterized by elevated blood glucose levels, is a hallmark feature of diabetes mellitus, a chronic metabolic disorder that affects millions of people worldwide. While the detrimental effects of hyperglycemia on various peripheral organs have long been studied [1, 2], its intricate involvement in driving brain inflammation has gained attention in recent years. This growing interest stems from the realization that hyperglycemia can exert profound effects on the central nervous system contributing to the pathogenesis of neuroinflammatory and neurodegenerative diseases [3–5]. Indeed, patients with type I or type II diabetes exhibit a heightened susceptibility to cognitive impairment and are prone to experiencing more severe cerebral lesions than healthy individuals [6–9]. However, the direct and specific impact of hyperglycemia on the brain-resident cells remains largely unknown. In particular, given the emerging role of immune responses in mediating neurodegenerative disorders [10–13], hyperglycemia-induced changes in brain inflammation remain to be determined.

The brain is predominantly dependent on glucose as its primary energy source, and the optimal maintenance of glucose metabolism is critical for proper brain function [14]. Astrocytes, a subtype of brain glial cells, play a pivotal role in controlling the uptake of glucose from the bloodstream and its subsequent distribution to brain cells [15]. Moreover, astrocytes are implicated in many essential brain homeostatic functions such as neurotransmitter synthesis, synapse formation, and blood-brain barrier (BBB) maintenance [16, 17]. Of interest, astrocytes can produce proinflammatory cytokines and interact with immune cells upon the inflammatory stimulation, thereby actively participating in the regulation of neuroinflammation [18, 19]. In this context, we speculated that astrocytes might play a key role in modulating the inflammatory status within the brain under hyperglycemic conditions.

Recent studies have demonstrated that hyperglycemic conditions exacerbate neuroinflammatory responses mainly associated with traumatic brain injury or ischemic stroke [20–22]. Hyperglycemia is prevalent in the patients with ischemic stroke and also enhances the risk of stroke through various pathological effects [23, 24]. Indeed, morphological changes in brain glial cells have been frequently observed in hyperglycemic conditions [25]. However, the precise impact of hyperglycemia on the inflammatory status of the brain remains largely unknown. In this context, we unexpectedly found that streptozotocin-induced hyperglycemia markedly increases the proliferation of astrocytes, affecting blood-brain barrier function and brain inflammatory status. In the present study, we provide evidences that hyperglycemic conditions induce astrocyte reprogramming towards a proinflammatory phenotype, which increases the brain’s sensitivity to peripheral or systemic inflammatory stimuli.

## Materials and methods

### Mice

C57BL/6 mice were purchased from Orient Bio. *Aldh1l1*^*cre/ERT2*^ (JAX#029655) and *Rosa26-tdTomato*^*fl/fl*^ (Ai14, JAX#007914) mice were obtained from The Jackson Laboratory and bred at Yonsei University College of Medicine. *Aldh1l1*^*cre/ERT2*^ mice and *tdTomato*^fl/fl^ mice were crossed to generate astrocyte-specific tdTomato-expressing mice. *Tmem119-EGFP* mice were provided by Dr. Ki Woo Kim (Yonsei University). All mice were C57BL/6 background and maintained in the specific pathogen-free facility with temperature- and humidity-controlled conditions on a 12 h–12 h light-dark cycle. Age-matched (8–12 weeks old) male mice were used for the experiments. All animal protocols were approved by the Institutional Ethical Committee, Yonsei University College of Medicine (2020 − 0317). All experiments were performed in accordance with the approved guidelines of the Institutional Ethical Committee.

### Mice treatment

Hyperglycemic state in mice was induced by streptozotocin (STZ) administration according to a previous study [26]. Briefly, 8-week-old male mice were fasted for 5 h and then given a single intraperitoneal injection of STZ (150 mg/kg, Sigma-Aldrich, S0130) dissolved in sodium citrate buffer (0.1 M, pH 4.5). The control group received only sodium citrate buffer (vehicle). Five days after injection, blood samples were collected from the mice’s tail vein, and fasting blood glucose levels were measured using an Accu-Chek Performa glucometer (Roche). Mice with blood glucose levels exceeding 250 mg/dl were considered hyperglycemic and selected for the study. To induce peripheral inflammation, mice were injected intraperitoneally with lipopolysaccharide (LPS) (0.5 mg/kg, *E. coli* O111:B4, Sigma-Aldrich, L3012) or an equivalent volume of PBS for the control group. Mice were sacrificed either 3–6 h post PBS or LPS injection for subsequent analysis. For the NOR and Y-maze tests, mice were administered with LPS (0.25 mg/kg) and rested for 24 h before behavioral assessments. Tamoxifen (Sigma-Aldrich) in a corn oil solution was intraperitoneally injected (75 mg/kg) for 5 consecutive days into *Aldh1l1*^*cre/ERT2*^; *tdTomato*^*fl/fl*^ mice. One week after the final tamoxifen injection, appropriate treatments were administered to the mice.

### Tissue preparation for flow cytometry

Mice were euthanized and a transcardial perfusion with PBS was performed to remove circulating blood. Subsequently, the brain tissue was carefully isolated with the olfactory regions, brain stem, and meninges being excised. Then brain was then homogenized in RPMI-1640 containing DNase I and Collagenase IV, followed by an incubation at 37 °C. The resulting homogenates were subjected to Percoll gradient centrifugation to eliminate myelin debris. Blood samples from mice were collected in EDTA (5 mM) using capillary tubes. Red blood cells (RBCs) were lysed using ACK lysing buffer, and the cells were obtained through centrifugation. For bone marrow cell preparation, mouse femur bone was flushed with PBS, followed by lysis of RBCs. The cells are resuspended in an appropriate staining medium for flow cytometric analysis, and cell counts were quantified using hemocytometer before analysis.

### Flow cytometry

Fluorochrome-conjugated monoclonal antibodies targeting CD45 (Biolegend), CD11b (Invitrogen), ACSA2 (Miltenyi), Ly6C (Invitrogen), and Ly6G (Invitrogen) were used to stain cells for flow cytometry analysis. DAPI counterstaining was employed to exclude dead cells. The analyses were conducted using FACSVerse (BD Biosciences) and FlowJo software (TreeStar). Total immune cells, encompassing both myeloid and lymphoid cells, were identified as CD45-positive cells. CD45^+^ cells were further categorized into brain-resident microglia and brain-infiltrating myeloid cells such as neutrophils and monocytes based on CD11b expression. For the isolation of microglia and astrocytes from the mouse brain, cells were sorted from Tmem119-EGFP (microglia) and Aldh1l1-cre/ERT; tdTomato^fl/fl^ (astrocytes) using either FACS Aria II or FACS Aria III cell sorter (BD Biosciences).

### RNA-Seq analysis

For the transcriptomic analysis of astrocytes, mouse brain samples underwent enzymatic cell dissociation using an Adult Brain Dissociation Kit (Miltenyi Biotec), according to the manufacturer’s instructions. The resulting dissociated samples were collected and filtered through a 70-µm cell strainer. Debris Removal Solution was applied to eliminate myelin debris, and Red Blood Cell Removal Solution was used to clear red blood cells. Cells from three-independent brains were pooled for each sample.

RNA sequencing was carried out by Macrogen using the manufacturer’s reagents and protocols. Illumina TruSeq RNA library Preparation v2 kit was employed for the preparation of sample libraries, and SMART-Seq v4 Ultra Low Input RNA for Sequencing was used for RNA-seq. The resulting count files (fastq) were downloaded and aligned to the *M.musculus* mm10 genome using HISAT2 program, with transcript assembly performed using the StringTie program. Outliers were excluded from each sample’s potential outlier genes for the analysis, and genes with zero read counts in any sample were excluded. DEG (Differentially Expressed Genes) analysis was performed using DESeq2 program, with most comparisons and analyses conducted using an FDR-adjusted *p*-value < 0.05, unless specified otherwise. Heatmaps and PCA plots were generated using the Macrogen DEG viewer program or R project, bar plots were generated using R project, and Gene Set Enrichment Analysis (GSEA) on Gene Ontology (GO) enrichment was performed using the GSEA tool (https://www.gsea-msigdb.org/gsea/index.jsp).

### Evans blue leakage assay

Evans blue (Sigma) was dissolved in PBS and intravenously administered to mice via tail vein (0.2 mg/kg). After 1 h, mice were deeply anesthetized and transcardially perfused with PBS. Subsequently, brain tissues were collected and homogenized using trichloroacetic acid (Sigma, T6399). Following centrifugation, the absorbance of the supernatants was measured at 620 nm excitation and 680 nm emission using the Varioskan Flash 3001 microplate fluorometer (Thermo Fisher). The BBB permeability was evaluated by quantifying the amount of Evans blue leakage.

### Immunohistochemistry

Mice were euthanized, and the brains were perfused with PBS and subsequently fixed with 4% paraformaldehyde. After overnight fixation, brain tissue samples were immersed in 30% sucrose at 4 °C for 2 days until the samples sunk to the bottom. Tissues were then embedded in OCT compound fully frozen on dry ice. Coronal Sect. (30 μm thickness) of the embedded brain tissues were obtained using Leica CM1860 cryotstat. The frozen sections were mounted on glass slides, treated with permeabilization buffer (0.3% Triton X-100 in PBS) for 30 min at room temperature (RT), and then exposed to a block solution (4% BSA in PBS) for 2 h. Subsequently, the sections were incubated with primary antibodies targeting GFAP (Invitrogen), Iba1 (Wako), and BrdU (Abcam) overnight at 4 °C, followed by treatment with Cy3-, FITC-, or Alexa 488-labeled secondary antibodies. For BrdU detection, samples were incubated with 2 N HCl (30 min, RT) prior to permeabilization. DAPI counterstaining was used to visualize the nuclei. Consistent regions of the hippocampus were obtained from each sample within the mouse group. Z-stack images, with a 20 μm span at 1 μm intervals, were generated through orthogonal projection. All images were acquired and processed with confocal microscopy (LSM980, Carl Zeiss) and Zen blue software (v.3.6.095).

### Quantification of immunohistochemical images

Image post-processing and analyses of individual cell numbers and fluorescence intensity were performed using Image J software. Image post-processing parameters were kept consistent across all control and experimental groups for comparison. Brightness and contrast were adjusted to allow for visualization and analyses. Quantification of astrocytes and microglia was determined by GFAP^+^ and Iba1^+^ cells, respectively, normalized by dividing the values by DAPI^+^ cells per sample of brain hippocampal image. The threshold was optimized to a constant value for measurement of GFAP and Iba1 mean fluorescence intensity. Morphological analyses of microglia were performed using Imaris software (v.9.7). For 3D reconstruction of microglia, the Z-stack images (20 μm depth, 1 μm intervals, x40 magnification) were acquired and imported in Imaris for visualization.

### Cell culture

Mouse bone marrow cells were isolated from femurs and tibias of mice and cultured in L929-conditioned Dulbecco’s modified Eagle’s medium (DMEM) for 5–7 days for differentiation into BMDMs [27]. To isolate resident peritoneal macrophages, we collected mouse peritoneal lavage by rinsing with PBS containing 2% FBS. The peritoneal cells were then harvested by centrifugation, resuspended in RPMI1640 media, and allowed to adhere to a cell culture dish. Following overnight incubation, the adherent cells were washed three times with warm PBS and employed as peritoneal macrophages. Mouse brain mixed glial cells were prepared from the whole brains of mouse pups on postnatal days 0–2 as described previously [28] and cultured in normoglycemic (5.5 mM glucose) or hyperglycemic DMEM (25 mM glucose) supplemented with 10% FBS and antibiotics for 7 days. Astrocytes were then isolated from the mixed glial cells by removal of microglia using mild trypsinization (150 rpm, 6 h).

### Enzyme-linked immunosorbent assay (ELISA)

Serum from mice was obtained through centrifugation of whole blood samples and then appropriately diluted for ELISA assay. In the case of cultured cells, the media was collected and subjected to centrifugation to remove debris and cellular components. The concentrations of IL-1β, TNF-α, and IL-6 were determined using IL-1β, TNF-α, IL-6 ELISA DuoSets kit (R&D systems), respectively, in accordance with manufacturer’s instructions.

### Quantification of mRNA

For evaluation of the mRNA transcription level, total RNA was isolated from sorted cells, brain tissue, and spleen tissue using TRIzol reagent (Invitrogen), and then was reversely transcribed using Reverse Transcriptase primer mix (Takara). Quantitative real-time PCR was performed using SYBR Premix Ex Taq (Takara) for comparative analysis of gene expression, in which Rn18s was amplified as the control gene. Primers were as follows: 5’-GCC CAT CCT CTG TGA CTC AT-3’ and 5’-AGG CCA CAG GTA TTT TGT CG-3’ (mouse *il-1*𝝱); 5’-AGG TCA TTG GTG GAG AGG TG-3’ and 5’-CCT GCT TGA GTA TGT CGC AC-3’ (mouse *cox-2*); 5’-CCA AGT TCC ACC TGC TCA AC-3’ and 5’-GCC GAG CTG ACA CCT TAA TG-3’ (mouse *pla2g3*); 5’-CGG ACT CCG CAA AGT CTA AG-3’ and 5’-CGT CAG CCG ATT TGC TAT CT-3’ (mouse *tnf*-𝝰); 5’-GTT TCT GGG GAG AGG GTG AG-3’ and 5’-TGT TCT ACT CTC CTC GGT GC-3’ (mouse *cxcl2*); 5’-TTG CTT TGG ACT CAG CAT TG -3’ and 5’-GGG AGG TGT GAC CAG GTA GA-3’ (mouse *aqp4*); 5’-GGG TCT ACA CCA GCA AGA GC-3’ and 5’-ACC GAG ACA TCA GGG CAT AC-3’ (mouse *axl*); 5’ -TCG ACC GAA TCC TGA GTA GC-3’ and 3’ -CGT CCT TTG TCA CTT GCA CA -3’ (mouse *pfkp*); 5’ -CTG GAA TGA ATG TGG CTC GG-3’ and 5’ -TAA GCG TTG TCC AGG GTG AT-3’ (mouse *pkm2*); 5’ -TGC ATC CCA TTT CCA CCA TG-3’ and 5’ -GTG TCT GCG CTC TTC TTC AG-3’ (mouse *ldha*); 5’ -ACC ACG GAC TAC AAC CAG TT-3’ and 5’ -CCT TGA GGC CCA GAG ACT TG-3’ (mouse *lcn2*); 5’-CGC GGT TCT ATT TTG TTG GT-3’ and 5’-AGT CGG CAT CGT TTA TGG TC-3’ (mouse *Rn18s*).

### Behavioral test

Behavioral tests were conducted as described in previous study with slight modifications [29]. For Novel Object Recognition (NOR) test, mice were habituated to the open field arena one day before object exposure. During this habituation, mice explored the empty arena for 10 min, and their movements were recorded using a video system. In the training phase, two identical objects were placed in the arena, and mice were allowed to freely explore for 10 min. During the subsequent testing phase (one hour after the training session), one object was replaced with a novel one, and mice were allowed to explore for 5 min. The time spent exploring each familiar and novel object was tracked using the video recording system. The discrimination index was calculated as follows: [time with novel object – time with familiar object] / [time with novel object + time with familiar object]. NOR tests were conducted both before (baseline) and after LPS injection. Mice that did not explore both objects during the training phase were excluded from the analysis.

In the Y-maze task, the three arms of the maze were clearly designated before usage. Mice were placed at the center of the maze, and their spontaneous behavior was recorded for a period of 10 min. The maze was cleaned between each mouse’s task run to eliminate any odor cues. An arm entry was defined as when all four paws of a mouse crossed the threshold of the center zone into the arm, with the snout oriented toward the end of the arm. Spontaneous alternation (%) was calculated as follows: [number of spontaneous alternations] / [total number of arm entries – 2] × 100, where a spontaneous alternation occurred when the mouse entered a different arm in each of three consecutive arm entries. Mice with total arm entries fewer than 10 were excluded from the calculation.

### Statistical analysis

All values were presented as the mean and standard error of the mean (SEM) of individual samples. Data were analyzed using unpaired Student’s *t* tests (two-tailed), one-way or two-way analysis of variance (ANOVA) with Bonferroni post hoc test for comparison of two or more groups. The level of statistical significance was set at *p* ≤ 0.05. Analyses were performed using GraphPad Prism 9.

## Results

### Streptozotocin-induced hyperglycemia increases a population of astrocytes in the brain

To explore the impact of hyperglycemia on brain parenchymal cells, we first induced hyperglycemia in mice through a single administration of streptozotocin (STZ). This resulted in the elevated blood glucose levels five days post-injection, which persisted for at least three weeks (Fig. 1A). Additionally, we observed a reduction in body weight in mice with STZ-induced hyperglycemia (Additional file 1: Fig. S1A). Subsequently, we analyzed hyperglycemia-induced changes in brain cells using flow cytometry to assess brain cell populations (Fig. 1B). STZ-induced hyperglycemia did not cause significant alterations in the total number of immune cells (CD45^+^) and non-immune cells (CD45^−^) in the brain (Fig. 1C, D). Likewise, the populations of brain-resident microglia (CD45^med^CD11b^med^) and brain-infiltrating myeloid cells (CD45^hi^CD11b^hi^) remained unaffected in response to hyperglycemic conditions (Fig. 1E, F). However, we observed a notable and significant increase in the number of astrocytes (CD45^−^ACSA2^+^) in the hyperglycemic group (Fig. 1G).

**Fig. 1:**
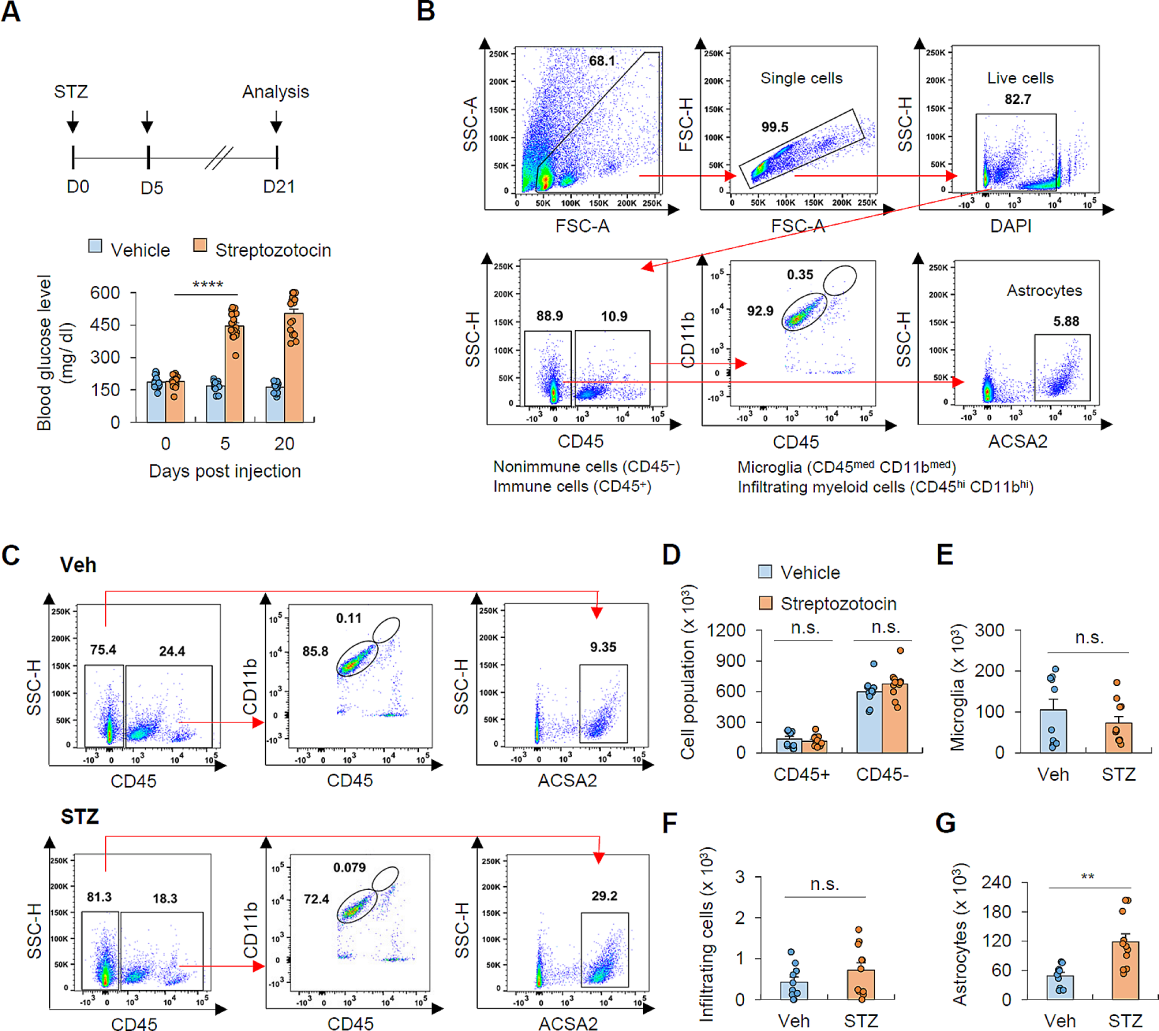
Hyperglycemic condition induces a significant increase in the number of astrocytes (**A**) Experimental scheme for hyperglycemia induction (top) and blood glucose level of mice (bottom) subjected to streptozotocin (STZ) administration (14 mice, vehicle; 18 mice, STZ group). (**B**) Representative gating strategy to identify singlets, live cells (DAPI), microglia (CD45^med^ CD11b ^med^), infiltrated myeloid cells (CD45^hi^ CD11b^hi^), and astrocytes (CD45^−^ ACSA2^+^). (**C**) Flow cytometric analysis of brain tissues from vehicle- or STZ-injected mice. (**D**) Quantification of total immune (CD45^+^) and non-immune (CD45^−^) cells from vehicle- or STZ-treated mice. (10 mice, vehicle; 11 mice, STZ group) (**E**-**G**) Quantification of microglia (**E**), brain-infiltrating myeloid cells (**F**) and astrocytes (**G**) from vehicle- or STZ-treated mice. (10 mice, vehicle; 11 mice, STZ group) Data are presented as means ± SEM. Asterisks indicate significant differences in one-way ANOVA with Bonferroni post hoc test (**A**) and Student’s two-tailed, unpaired *t* test (D-G). **P < 0.01, ****P < 0.0001, n.s. not significant

Next, we examined brain glial cells by conducting immunohistochemical analysis on the hippocampal region of mouse brains. We used antibodies targeting GFAP and Iba1, which specifically label astrocytes and microglia, respectively (Fig. 2A; Additional file 1: Fig. S1B). In line with the findings from flow cytometric analysis, immunohistochemical staining of coronal sections revealed a marked increase in both fluorescence intensity and cell number of GFAP-positive astrocytes in hyperglycemic brains compared to the control group (Fig. 2B, C). Conversely, the fluorescence intensity of Iba1 and cell number of microglia remained unaffected by STZ-induced hyperglycemic conditions (Fig. 2D, E). These results demonstrate that peripheral hyperglycemia specifically leads to an increase in the number of brain astrocytes in the brain.

**Fig. 2:**
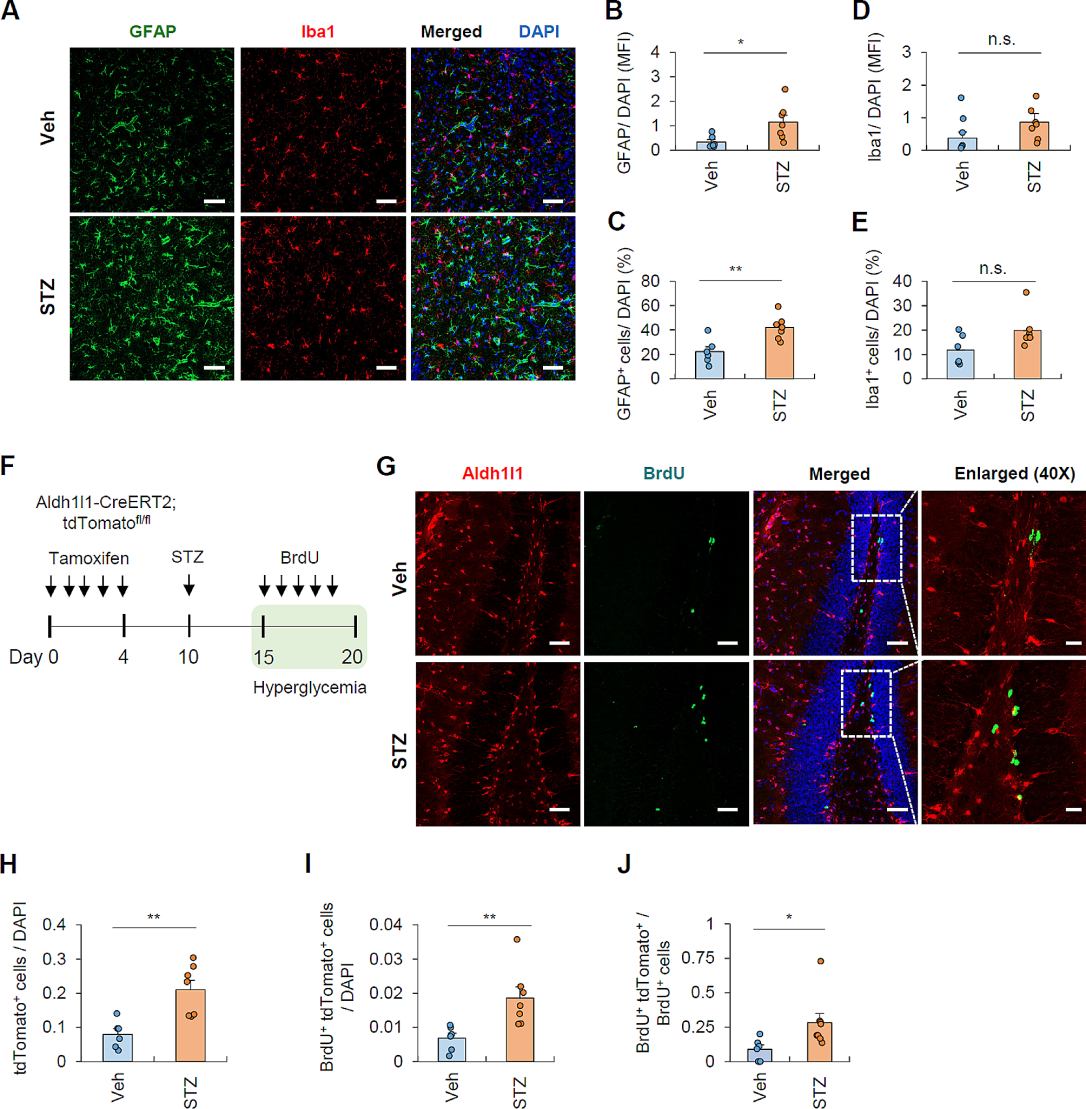
Hyperglycemic condition induces astrogliosis and the proliferation of astrocytes (**A**) Representative immunohistochemical images of hippocampal regions of vehicle- or STZ- injected mice. The coronal sections of brain were stained with anti-GFAP (green) and anti-Iba1 (red). DAPI represents nuclear signal (blue). Scale bars = 50 μm. (**B**-**E**) Quantification of the mean fluorescence intensity (MFI) of GFAP and Iba1 normalized with DAPI (**B** and **D**), and the number of astrocytes (GFAP^+^ cells, C) and microglia (Iba1^+^ cells, E) normalized with DAPI^+^ cells. (6 mice, vehicle; 7 mice, STZ group). (**F**) Experimental scheme for BrdU-based cell proliferation assay. *TdTomato*^*fl/fl*^;*Aldh1l1*^*CreERT2*^ mice were subjected to tamoxifen administration for five days and injected with STZ (d10) to induce hyperglycemia. After another five days, mice were injected with BrdU (d15, 50 mg/kg) for five consecutive days. (**G**) Immunohistochemical analysis of BrdU cell proliferation assay in the hippocampal region of vehicle- and STZ-injected mice. (6 mice, vehicle; 7 mice, STZ group) Cells were stained with anti-BrdU (green) and astrocytes were labeled by tdTomato (red). DAPI represents nuclear signal (blue). The boxed areas indicate the colocalization of BrdU and astrocytes. (H-I) Quantification of astrocytes (tdTomato^+^ cells, H) and proliferating astrocytes (BrdU^+^ tdTomato^+^ cells, I) normalized by DAPI count. (**J**) Quantification of relative BrdU-expressing astrocytes per total BrdU^+^ cells. Scale bars = 50 μm (20X) and 20 μm (enlarged, 40X). Asterisks indicate significant differences in Student’s two-tailed, unpaired *t* test. *P < 0.05, **P < 0.01, n.s. not significant

We then examined whether hyperglycemia could induce the proliferation of astrocytes, as determined by the incorporation of 5’-bromo-2’-deoxyuridine (BrdU). Using *Aldh1l1*^*CreERT2*^; *tdTomato*^*fl/fl*^ mice, we labeled astrocytes with tdTomato by tamoxifen injection. Then, five days after STZ injection, BrdU was administered daily for an additional five days (Fig. 2F). BrdU can only be incorporated into dividing cells. Intriguingly, STZ injection led to a significant increase in BrdU-containing tdTomato-positive astrocytes (Fig. 2G; Additional file 1: Fig. S2), along with the increased number of astrocytes in the hippocampal region of the brain (Fig. 2H). STZ-induced hyperglycemia significantly elevated both the intensity and the proportion of BrdU-expressing astrocytes (Fig. 2I, J). These findings provide additional confirmation that peripheral hyperglycemic conditions induce the proliferation of astrocytes in the hippocampal region of the brain.

### Streptozotocin-induced hyperglycemia induces a phenotype change of astrocytes

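Astrocytes for RNA sequencing came from mice in which tamoxifen (75 mg/kg for 5 days) switches on the red fluorescent protein tdTomato in cells that express Aldh1l1, an astrocyte gene. At 8 weeks of age the mice received a single injection of streptozotocin (STZ, 150 mg/kg), a toxin of the insulin-producing beta cells, or of citrate buffer (vehicle), and brains were taken 21 days later. TdTomato-positive cells were sorted from dissociated brains, and cells of 3 mice were pooled for each sample, giving 3 samples per group. The authors aligned the reads to the mouse genome mm10 with HISAT2, quantified genes with StringTie, and deposited for each of 45777 genes a whole-number read count, an FPKM and a TPM value per sample. Total counts were 54874000, 52529048 and 58661404 in the vehicle samples (median 54874000) and 58749115, 57148535 and 58394992 in the STZ samples (median 58394992), so the depth of the groups overlapped. Between 25829 and 27469 genes had at least 1 count in a sample, and 3 counts corresponded to 0.0511 to 0.0571 CPM (read counts scaled to library size). No pair of samples held identical values. Following the paper's filter, the 22337 genes with at least 1 count in every sample were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, and DESeq2, the tool named in the paper's methods, was run as an alternative. Gene positions are those of the RefSeq annotation of GRCm38, the assembly behind mm10. The counting is not stated to use strand, so reads of overlapping genes can be assigned to either gene.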

To gain molecular insights into the hyperglycemia-induced alterations in brain astrocytes, we conducted a RNA-sequencing analysis on isolated brain astrocytes derived from *Aldh1l1*^*CreERT2*^; *tdTomato*^*fl/fl*^ mice exposed to hyperglycemic conditions (Fig. 3A). TdTomato-labeled astrocytes were isolated from both normoglycemic and hyperglycemic mouse brain using a cell sorter (Fig. 3B; Additional file 1: Fig. S3A) and were subsequently validated through the expression of cell-specific marker genes (*aldh1l1, aqp4*, and *slc1a2* for astrocytes, as well as markers for other cell types including oligodendrocytes, microglia, neurons, and endothelial cells) (Additional file 1: Fig. S3B).

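In the authors' FPKM values, the astrocyte markers drawn in Fig. S3B stood far above the markers drawn there for other cell types. Over the 6 samples, Aldh1l1 (NCBI gene 107747, chromosome 6, 90550768 to 90599171) had a mean of 135 FPKM ± 11.7 (SD, n = 6). Aqp4 had 182 FPKM ± 33.1 and Slc1a2 had 214 FPKM ± 8.31 (SD, n = 6). The oligodendrocyte markers Mog and Sox10 had means of 13.8 and 2.88 FPKM, and the microglial markers Cx3cr1, Itgam and Cd68 had 14.8, 5.01 and 24.8 FPKM. The neuronal marker Rbfox3 had 0.177 FPKM. In each sample the lowest astrocyte marker was divided by the highest other marker drawn, and this ratio was 5.48 ± 1.09 (SD, n = 6). Fig. S3B draws no choroid plexus or ependymal markers, so the ratio does not cover those cells. A list of 12 such markers had a mean log2 CPM of 7.05 with vehicle and 7.13 with STZ. For a list of 15 astrocyte markers it was 10.4 and 10.3. The endothelial markers differed in mean between the groups. Icam2 had 2.36 FPKM ± 1.44 (SD, n = 3) with vehicle and 4.82 FPKM ± 0.626 (SD, n = 3) with STZ, and Nostrin had 1.27 FPKM ± 0.870 with vehicle and 3.30 FPKM ± 0.914 with STZ (SD, n = 3). Their adjusted p-values from edgeR's quasi-likelihood test were 0.394 and 0.376, and DESeq2's were 0.0882 and 0.0497.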

**Fig. 3:**
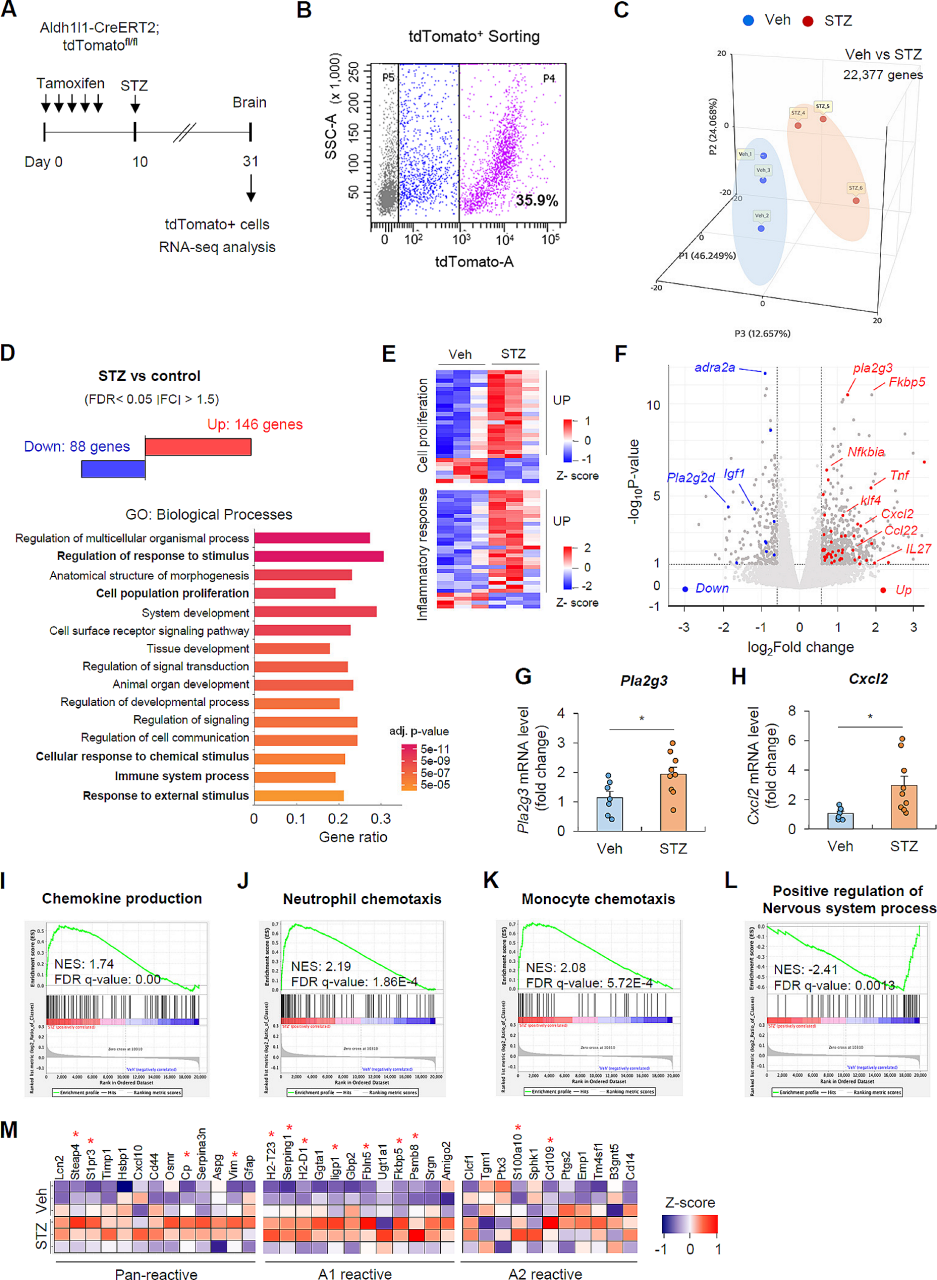
Hyperglycemic condition induces a phenotypic change of astrocytes (**A**) Experimental scheme for RNA-seq analysis of astrocytes from control and STZ-treated mice (*n* = 3 per experimental group, each sample was pooled from 3-independent mice). (**B**) Representative image of tdTomato^+^ astrocytes from brain single cell suspensions of *tdTomato*^*flfl*^;*Aldh1l1-CreERT* mice. (**C**) Distribution of transcriptional differences of vehicle- and STZ-treated astrocytes using 3-dimensional principal component analysis (PCA). (**D**) RNA-seq analysis of differentially expressed genes (DEGs) (FDR adjusted *p*-value < 0.05, |fold change| > 1.5) in STZ-induced hyperglycemic astrocytes. Top 15 Gene Ontology (GO) terms associated with biological processes changed in astrocytes upon hyperglycemic condition in the order of increasing FDR adjusted *p*-value; gene ratio = intersection size/ query size. (**E**) Heatmaps of selected GO terms, positive regulation of cell proliferation (GO:0008284) and inflammatory response (GO:0006954) with colors indicating Z scores. (**F**) Volcano plot depicting the upregulated and downregulated DEGs in astrocytes of STZ-treated mice. Genes associated with inflammatory responses are colored in red and blue. (G-H) Quantification of mRNA levels of *Pla2g3* (**G**) and *Cxcl2* (**H**) in the whole brain extracts of vehicle- and STZ- treated mice. (7 mice, vehicle; 9 mice, STZ group) (**I**-**L**) GSEA (gene set enrichment analysis) analysis of hyperglycemic astrocytes in relation to the control group. (**M**) Heatmap of pan-reactive, A1 reactive, and A2 reactive genes in vehicle- and STZ- treated astrocytes based on RNA-seq analysis. Data are presented as means ± SEM. (**G**, **H**, **M**) Asterisks indicate significant differences. *P < 0.05

We then examined the differentially expressed genes (DEGs) and enriched gene ontologies in mouse brain astrocytes under hyperglycemic conditions. The principal component analysis (PCA), exhibiting the distribution of each sample, confirmed distinct transcriptional variances between vehicle-treated and STZ-treated astrocytes (Fig. 3C). 

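On log2 CPM (TMM normalization, prior count 2, 22337 genes), the first 3 principal components held 38.8%, 21.3% and 15.0% of the variance between the 6 samples. On the first component the vehicle samples had scores of -60.8, -24.6 and 8.33, and the STZ samples 41.0, 31.6 and 4.55, so STZ replicate 3 lay below vehicle replicate 3. No single component of the first 3 separated the groups without overlap. In the 3 components together a plane parts the groups, and it does so for 7 of the 10 ways to divide the 6 samples into groups of 3. The difference between the group means held 28.6% of the total variance. Of these 10 divisions, 2 gave a share as large, the real division included (exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 samples against 3 allow). With the variance between replicate numbers removed first, the share was 40.9%, the value that moved most, and 2 of the 4 divisions that part every same-numbered pair gave a share as large (exact permutation test, p = 0.5).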

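At an adjusted p-value under 0.05 and a fold change over 1.5, edgeR's quasi-likelihood test called 5 genes between STZ and vehicle, 2 higher and 3 lower in STZ, while 2519 of the 22337 genes had an unadjusted p under 0.05. The higher genes were Rtp1 and Olfm2, and the lower genes were Slc13a3, Serpinh1 and Apln. Rtp1 (NCBI gene 239766, chromosome 16, 23429133 to 23433960) rose from 1.32 ± 0.186 to 7.86 ± 1.69 normalized CPM (SD, n = 3 per group), a log2 fold change of 2.57 (standard error 0.237, adjusted p = 0.0377 from edgeR). Olfm2 (NCBI gene 244723, chromosome 9, 20667690 to 20746333), which overlaps another gene, rose from 16.4 ± 1.63 to 42.1 ± 6.00 (SD, n = 3), a log2 fold change of 1.36 (standard error 0.128). Slc13a3 (NCBI gene 114644, chromosome 2, 165405295 to 165473197), which also overlaps another gene, fell from 55.5 ± 3.77 to 26.8 ± 1.51 (SD, n = 3), a log2 fold change of -1.05 (standard error 0.0831). Serpinh1 (NCBI gene 12406, chromosome 7, 99345375 to 99353239) had a log2 fold change of -0.76 (standard error 0.0688). All 5 genes had the same adjusted p. With each sample left out in turn, 0 of the 5 passed the threshold, with between 1704 and 2802 genes at an unadjusted p under 0.05.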

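DESeq2's Wald test at the same threshold called 234 genes, 146 higher and 88 lower in STZ, and among the alternatives that kept the threshold and changed a single choice this moved the count most. The 5 genes called by edgeR were among them. The log2 fold changes of the tools were nearly identical (correlation across genes 0.9999, where genes are not independent replicates), and each of the 234 genes had an unadjusted edgeR p of at most 0.0231. Of the 234 genes, 228 had groups that did not overlap, which their selection for a change favours. Among all tested genes 4129 (18.5%) had such groups, against 10% by chance. Since genes are not independent, this excess does not by itself show a difference between the groups. With each sample left out in turn, DESeq2 called between 121 and 696 genes (58 to 596 higher and 60 to 106 lower), and 65 of the 234 were called in all 6 fits. Deviations from the group means had a mean correlation of -0.149 between samples with the same replicate number and of 0.0743 between samples with different numbers. With the replicate number as a block, edgeR called 0 genes, with 1793 at an unadjusted p under 0.05, and DESeq2 called 124.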

A total of 234 DEGs were found between the two groups, with 146 genes upregulated and 88 genes downregulated in astrocytes from STZ-treated mouse brains (Fig. 3D). Gene ontology (GO) enrichment analysis of these 234 DEGs revealed diverse biological processes, including the regulation of response to stimulus, cell proliferation, and immune system process (Fig. 3D). 

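The gene lists behind the GO terms are not printed in the paper, so Reactome pathways, whose members are listed by NCBI gene, were tested in place of GO. Of the 234 genes called by DESeq2, 87 belong to a Reactome pathway. Among the 729 pathways with 15 to 500 tested genes, 3 were enriched in these genes at an adjusted p-value under 0.05 (Fisher's exact test, one-sided, against all tested genes). Smooth Muscle Contraction had 5 of its 24 genes called (adjusted p = 0.00318), Amine ligand-binding receptors 4 of 18 (adjusted p = 0.0117) and Muscle contraction 5 of 44 (adjusted p = 0.0229). Tested on all genes with limma's camera (preset inter-gene correlation 0.01), 81 pathways were higher and 33 lower in STZ at an adjusted p under 0.05, and 73 were higher and 29 lower with the replicate block. Cholesterol biosynthesis had the smallest p, with a mean log2 fold change of -0.34 over 23 genes (camera adjusted p = 4.4e-18). The smallest p among the higher pathways belonged to Eukaryotic Translation Termination, with a mean log2 fold change of 0.24 over 106 genes (camera adjusted p = 2.3e-12). All these camera values rest on the preset correlation. They were not repeated with a correlation estimated from the samples or with limma's rotation test fry.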

Notably, most of genes associated with positive regulation of cell proliferation and inflammatory responses were significantly upregulated in STZ-treated astrocytes (Fig. 3E; Additional file 1: Fig. S4A, B). Furthermore, proinflammatory and neurotoxic genes, such as *Pla2g3*, *Fkbp5*, *Cxcl2*, and *Tnf* exhibited a marked increase in expression in hyperglycemic astrocytes compared to the control cells (Fig. 3F-H). However, neuroprotective genes crucial for maintaining brain homeostasis, including *Apln* and *IGF-1*, displayed a significant downregulation in astrocytes under hyperglycemic conditions (Fig. 3F). 

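The proliferation heatmap draws 27 genes, 21 as higher and 6 as lower in STZ, and the inflammation heatmap draws 30, 26 as higher and 4 as lower. Every gene had the drawn direction in the counts, with a median log2 fold change of 1.19 for the proliferation heatmap genes and 1.44 for the inflammation heatmap genes. With edgeR's quasi-likelihood test, 1 proliferation gene (Apln) and 0 inflammation genes passed the adjusted threshold, and 23 and 25 had an unadjusted p under 0.05. With the replicate block, 0 of either list passed, and 17 and 20 had an unadjusted p under 0.05. DESeq2 called 10 of the 27 and 7 of the 30 genes. Since the genes were drawn because they changed in these samples, adjusting over the lists alone (22 of 27 and 20 of 30 under 0.05 with edgeR) shows no further stability. Groups did not overlap for 12 and 18 of the genes; chance gives 10%, but only for genes not picked for a change.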

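Each of the 4 genes was higher in all 3 STZ samples than in any vehicle sample. Pla2g3 (NCBI gene 237625, chromosome 11, 3488158 to 3499346), which encodes a secreted phospholipase, rose from 6.38 ± 0.231 to 15.4 ± 3.37 normalized CPM (SD, n = 3 per group), a log2 fold change of 1.27 (standard error 0.182). Fkbp5 (NCBI gene 14229, chromosome 17, 28398753 to 28486149) rose from 5.03 ± 1.17 to 18.9 ± 7.66 (SD, n = 3), a log2 fold change of 1.91 (standard error 0.327). Cxcl2 (NCBI gene 20310, chromosome 5, 90903899 to 90905938) rose from 2.00 ± 1.54 to 6.11 ± 2.84 (SD, n = 3), a log2 fold change of 1.61 (standard error 0.550). Tnf (NCBI gene 21926, chromosome 17, 35199367 to 35202007) rose from 0.687 ± 0.234 to 2.55 ± 0.927 (SD, n = 3), a log2 fold change of 1.88 (standard error 0.390). The adjusted p-values from edgeR's quasi-likelihood test were 0.138 for Pla2g3, 0.169 for Fkbp5, 0.365 for Cxcl2 and 0.218 for Tnf, and with the replicate block they were 0.586, 0.586, 0.601 and 0.600. DESeq2 gave adjusted p-values of 4.2e-08, 4.2e-08, 0.0287 and 0.000866. With each sample left out in turn, the log2 fold change of Cxcl2 ranged from 1.16 to 2.45. Pla2g3 and Fkbp5 each overlap another gene. Adding its counts took their log2 ratios from 1.33 to 1.18 and from 1.97 to 1.95. Among genes labelled in Fig. 3F, Ccl22 had a log2 fold change of 1.41 and a DESeq2 adjusted p of 0.178.

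**Figure D1:**
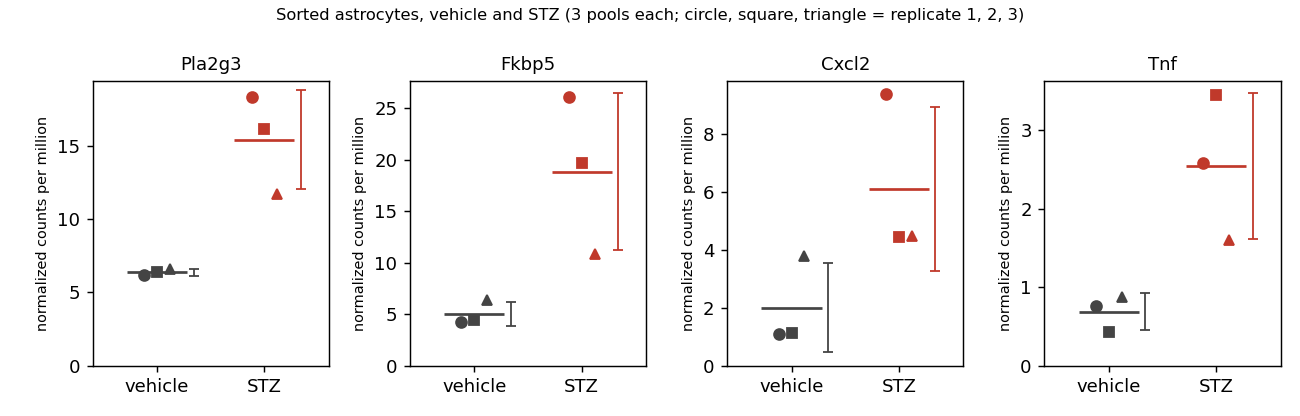
Normalized CPM (vertical axis) of Pla2g3, Fkbp5, Cxcl2 and Tnf in the 3 vehicle and 3 STZ samples, each a pool of 3 mice; points are samples (circle, square and triangle for replicates 1, 2 and 3), horizontal lines group means and bars the SD. For Cxcl2 the gap between the groups is small, and for Pla2g3 the vehicle samples lie close together around 6.38.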

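Apln (NCBI gene 30878, chromosome X, 48025146 to 48034853), which encodes the peptide apelin, had 260 ± 26.4 normalized CPM (SD, n = 3) with vehicle and 121 ± 10.2 with STZ. Its log2 fold change was -1.11 (standard error 0.101, adjusted p = 0.0377 from edgeR's quasi-likelihood test), between -1.18 and -1.03 with each sample left out in turn. The adjusted p was 0.517 from edgeR with the replicate block, where no gene had a smaller one, and 2.3e-15 with DESeq2. DESeq2 with the replicate block, chosen after seeing the data, gave 7.7e-11. Igf1 (NCBI gene 16000, chromosome 10, 87858265 to 87937047), which overlaps another gene, was expressed far lower, at 3.23 ± 0.659 with vehicle and 1.43 ± 0.314 with STZ (SD, n = 3). Its log2 fold change was -1.17 (standard error 0.265), with an adjusted p of 0.253 from edgeR, 0.594 with the replicate block and 0.00645 from DESeq2. Groups did not overlap for either gene.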

Additionally, GSEA analysis revealed an upregulation of genes associated with chemokine production and neutrophil or monocyte chemotaxis (Fig. 3I-K), along with a downregulation of genes related to brain homeostasis, such as nervous system regulation or synapse assembly (Fig. 3L; Additional file 1: Fig. S4C-E) in response to hyperglycemic conditions. These observations underscore that STZ-induced hyperglycemia can lead to the reprogramming of astrocytes into proinflammatory phenotypes.

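The members of the GSEA terms are not printed in the paper, so chemokine ligand genes were taken by symbol and the synapse assembly genes as drawn in Fig. S4C. Of the 30 chemokine ligand genes tested, 18 were higher in STZ, with a mean log2 fold change of 0.33 (adjusted p = 0.131 from limma's camera on the edgeR fit, 0.155 with the replicate block). Without STZ replicate 3 the adjusted p of the chemokine ligand set was 0.00749. The synapse assembly set shifted by less but more evenly, with 39 of its 52 tested genes lower in STZ and a mean log2 fold change of -0.16 (camera adjusted p = 5.1e-07, and 4.6e-07 with the replicate block). Camera takes the correlation between members as 0.01. With this correlation estimated from the 6 samples, the adjusted p of the synapse assembly set was 0.184, and with limma's rotation test fry it was 0.0863.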

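Mean log2 CPM over the 30 chemokine ligand genes was 1.23 ± 0.140 (SD, n = 3) with vehicle and 1.53 ± 0.302 with STZ, and STZ replicate 3, at 1.19, lay within the range of the vehicle samples. For the 52 synapse assembly genes it was 3.86 ± 0.0613 with vehicle and 3.73 ± 0.0595 with STZ (SD, n = 3), and each STZ sample was below each vehicle sample. The paper's line of reasoning runs from the list of differentially expressed genes to their GO terms for proliferation and immune processes. It then turns to the rise of the proinflammatory genes, with Pla2g3 and Cxcl2 mRNA also measured in whole brain extracts (Fig. 3G, H). The fall of Apln and Igf1 and the GSEA results for chemotaxis and synapse assembly follow. From these observations together, the paper concludes that hyperglycemia after STZ can reprogram astrocytes into proinflammatory phenotypes.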

To further determine the hyperglycemia-induced phenotypic shift of astrocytes, we profiled expression patterns of astrocyte under hyperglycemic conditions in terms of A1 reactive and A2 reactive genes in accordance with the previous study [30, 31]. 

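Pan-reactive genes are those induced in astrocytes by different kinds of injury, A1 genes those linked to inflammation and A2 genes those linked to ischemia. All 12 A1 genes drawn in Fig. 3M had a positive log2 fold change in STZ, with a mean of 0.73. Of the 13 pan-reactive genes 12 did, with a mean of 0.60, counting Gfap, whose log2 fold change of 0.00 changed sign between settings. Of the 11 A2 genes 7 did, with a mean of 0.26. Hsbp1, drawn among the pan-reactive genes, was used as drawn, although the similarly named Hspb1 may be meant. Tested as sets with limma's camera on the edgeR fit, the adjusted p-values were 5.1e-07 for the A1 reactive set, 0.000303 for the pan-reactive set and 0.131 for the A2 reactive set, and 4.6e-07, 0.000142 and 0.155 with the replicate block. These values rest on the preset correlation between members. With the correlation estimated from the samples, the adjusted p-values were 0.289, 0.323 and 0.387, and with fry 0.210, 0.210 and 0.249. The difference between the A1 and A2 sets was not itself tested. By single genes, edgeR's quasi-likelihood test called 0 genes of the 3 sets after adjustment over all genes, with 4, 4 and 2 genes of the A1, pan-reactive and A2 sets at an unadjusted p under 0.05; adjusted over each list alone, 3 A1 genes, 0 pan-reactive genes and 0 A2 genes were under 0.05. Of the 7 A1 genes with an asterisk in Fig. 3M, 3 (Iigp1, Fbln5 and Fkbp5) had a DESeq2 adjusted p under 0.05, as did none of the 4 pan-reactive and 2 A2 genes with an asterisk. All 13 had an unadjusted DESeq2 p under 0.05.

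**Figure D2:**
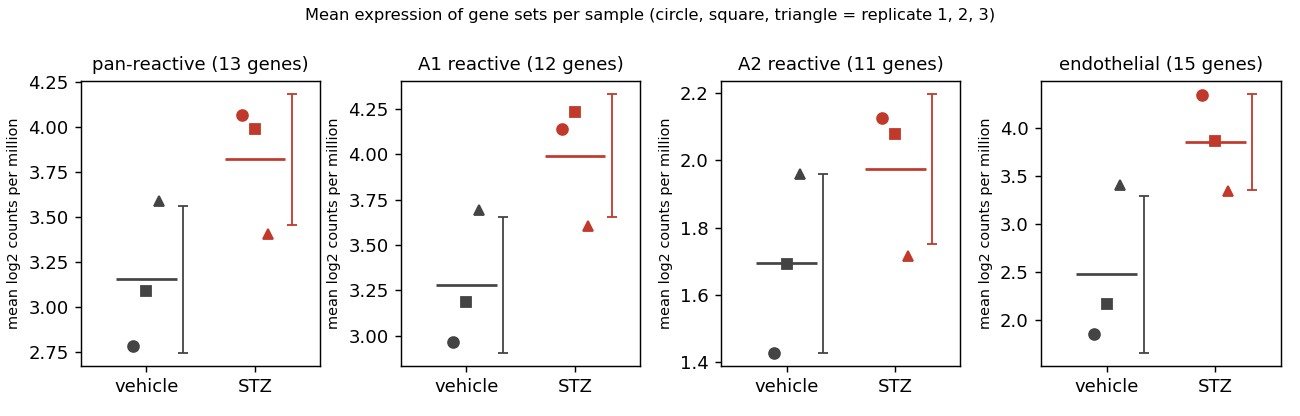
Mean log2 CPM (vertical axis) of the genes of the pan-reactive, A1 reactive and A2 reactive sets and of 15 endothelial marker genes, in the 3 vehicle and 3 STZ samples; points are samples (circle, square and triangle for replicates 1, 2 and 3), horizontal lines group means and bars the SD. In each panel STZ replicate 3 lies below vehicle replicate 3, as for the A1 genes (3.60 and 3.69).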

Of notice, the majority of pan-reactive and A1 reactive genes were upregulated in astrocytes of hyperglycemic group, while there were less significant changes in A2 reactive genes in response to hyperglycemic conditions (Fig. 3M). This analysis revealed that STZ-induced hyperglycemia drives a reprogramming of astrocytes into neuroinflammatory A1 reactive phenotype.

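Among the A1 genes, Iigp1 (NCBI gene 60440, chromosome 18, 60373616 to 60392634) had 1.19 ± 0.428 normalized CPM (SD, n = 3) with vehicle and 2.92 ± 0.828 with STZ, a log2 fold change of 1.29 (standard error 0.355, adjusted p = 0.302 from edgeR and 0.0269 from DESeq2). Fbln5 (NCBI gene 23876, chromosome 12, 101746565 to 101819119) had 42.3 ± 10.1 with vehicle and 92.6 ± 36.6 with STZ (SD, n = 3), a log2 fold change of 1.13 (standard error 0.280, adjusted p = 0.282 from edgeR and 0.00109 from DESeq2). In DESeq2 fits chosen later, the adjusted p of Fbln5 was 0.0981 without the filter, 0.103 with a choroid plexus score and 0.00401 with the replicate block. That of Iigp1 was 0.0345, 0.00533 and 0.228 in the same order of settings. Gbp2, Amigo2 and Ugt1a1, also A1 genes, had log2 fold changes of 0.27, 0.22 and 0.35, and those of Gbp2 and Ugt1a1 changed sign with a sample left out (lowest -0.0026 and -0.16). Of the pan-reactive genes, Lcn2 varied widely between replicates, with 28.3 ± 31.1 normalized CPM with vehicle and 70.3 ± 26.2 with STZ (SD, n = 3; adjusted p = 0.528 from edgeR). Within groups, the A1 genes followed 15 endothelial marker genes across samples, with a median correlation of 0.83. None of 10000 random gene lists matched on mean expression exceeded this (percentile 100). Such lists lack the correlation between members of a set, so this percentile can overstate the link.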

### Hyperglycemia enhances the sensitivity to peripheral LPS-induced brain inflammation

As transcriptomic analysis exhibited a notable increase in chemokines or chemotaxis-associated genes in astrocytes under hyperglycemic conditions, we examined the infiltration of circulating myeloid cells, such as neutrophils or monocytes, into the brain in the presence of mild intraperitoneal lipopolysaccharide (LPS) stimulation (Fig. 4A). Systemic LPS administration did not induce a significant increase in the total immune cells (CD45^+^) and brain-resident microglia (CD45^med^ CD11b^med^) in the brains of both control and STZ-treated mice (Fig. 4B, C). However, LPS treatment alone significantly elevated the infiltration of circulating myeloid cells (CD45^hi^ CD11b^hi^) into the brain, and this LPS-triggered myeloid cell infiltration was markedly enhanced in hyperglycemic mice (Fig. 4D). These findings indicate that hyperglycemia enhances the recruitment of myeloid cells into the brain in the context of mild peripheral inflammation. Regarding astrocytes, the cell number of astrocytes was increased by STZ treatment as observed in Fig. 1G, but remained unaffected by LPS injection in both groups (Fig. 4E). To further assess the inflammatory status in the hyperglycemic brain, we examined the mRNA levels of proinflammatory cytokines. Following LPS injection, we observed elevated expression levels of proinflammatory cytokines IL-1𝝱 and TNF-𝝰 in the brain (Fig. 4F-G), and the elevation in Tnf-𝝰 mRNA was significantly amplified under hyperglycemic conditions. However, STZ-induced elevation in IL-1𝝱 mRNA did not reach statistical significance (Fig. 4F, *P* = 0.0547).

**Fig. 4:**
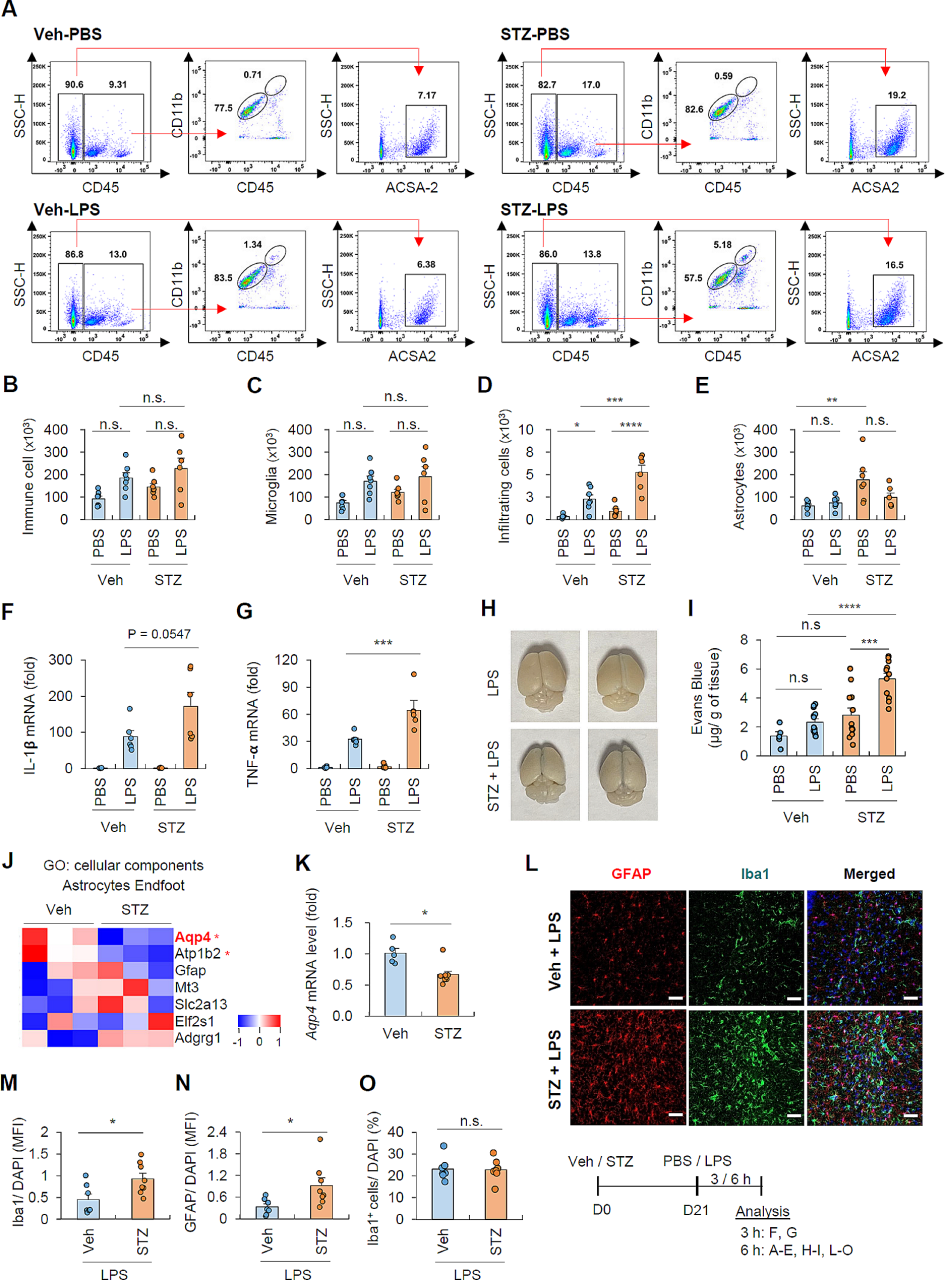
Hyperglycemic condition increases the vulnerability of brain to peripheral inflammatory stimulation (**A**) Representative flow cytometric analysis of brain cell populations in vehicle- and STZ-treated mice followed by an intraperitoneal injection of LPS (0.5 mg/kg, 6 h). (**B**-**E**) Quantification of each cell population in (**A**). (6 mice, STZ-LPS; 7 mice, other groups) (**F**-**G**) Quantification of mRNA levels of IL-1𝝱 and TNF-𝝰 in the brain extracts of veh- or STZ-treated mice upon PBS or LPS injection (0.5 mg/kg, 3 h). (5 mice, veh-PBS; 6 mice, veh-LPS, STZ-LPS; 8 mice, STZ-PBS) (**H**-**I**) Representative brain images (**H**) and quantification (**I**) of relative Evans blue extravasation into brain of veh- or STZ-treated mice upon LPS administration (0.5 mg/kg, 6 h). Evans blue was intravenously injected one hour before sacrifice. (5 mice, veh-PBS; 13 mice, veh-LPS; 12 mice, STZ-PBS; 11 mice, STZ-LPS) (**J**) Heatmap of astrocytes endfoot genes (GO:0097450) in RNA-seq data from veh- or STZ-treated mice. Asterisk indicates genes of FDR adjusted *p*-value < 0.05. (**K**) Quantification of mRNA level of *Aqp4* (aquaporin 4) in the brain extracts of veh- or STZ-treated mice. (5 mice, vehicle; 8 mice, STZ group) (**L**) Representative immunohistochemical images of hippocampal region of veh- or STZ- treated mice followed by LPS administration (0.5 mg/kg, 6 h). The coronal brain sections were stained with anti-GFAP (red) and anti-Iba1 (green). DAPI represents nuclear signal (blue). Scale bars = 50 μm. (**M**-**O**) Quantification of mean fluorescence intensity of Iba1 (**M**) or GFAP (**N**), and the number of Iba1 cells (**O**) per DAPI. (7 mice, veh-LPS; 8 mice, STZ-LPS) Data are presented as means ± SEM. Asterisks indicate significant differences between the groups as determined by two-way ANOVA with Bonferroni post hoc test (**B**-**G** and **I**) or Student’s two-tailed, unpaired *t* test (K and M-O); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s. not significant

Along with the increased myeloid cell infiltration in hyperglycemic condition, we assessed the blood-brain barrier’s (BBB) integrity by examining the leakage of Evans Blue dye. Interestingly, STZ treatment alone did not induce a significant increase in BBB permeability, but significantly potentiated the disruption of the BBB induced by peripheral LPS (Fig. 4H-I). 

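Of the 7 endfoot genes drawn in Fig. 4J, Aqp4 and Atp1b2 were lower in STZ, and the other 5 (Gfap, Mt3, Slc2a13, Eif2s1 and Adgrg1) had log2 fold changes between 0.00 and 0.17, the sign of Gfap changing between settings and that of Eif2s1 with a sample left out. Aqp4 (NCBI gene 11829, chromosome 18, 15389394 to 15410982), which encodes the water channel of astrocyte endfeet, fell from 1186 ± 128 to 851 ± 85.8 normalized CPM (SD, n = 3 per group). Its log2 fold change was -0.48 (standard error 0.116, adjusted p = 0.280 from edgeR's quasi-likelihood test), and every STZ sample was below every vehicle sample. The adjusted p was 0.601 with the replicate block and 0.0169 with DESeq2. Atp1b2 (NCBI gene 11932, chromosome 11, 69599728 to 69605978) had a log2 fold change of -0.44 (standard error 0.119, adjusted p = 0.301 from edgeR, 0.600 with the replicate block and 0.0359 from DESeq2). As a set, the 7 genes had a mean log2 fold change of -0.05 (adjusted p = 0.371 from limma's camera, 0.264 with the replicate block).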

In line with these observations, RNA-seq analysis revealed that STZ treatment led to a decrease in the expression levels of astrocytic endfoot genes including aquaporin 4 (*Aqp4*) (Fig. 4J). The reduced expression of *Aqp4* in hyperglycemia was further confirmed in mouse brain tissue (Fig. 4K), suggesting that hyperglycemia may disrupt the integrity of astrocyte endfeet, which are crucial for maintaining the homeostatic function of the BBB.

To further investigate the impact of hyperglycemia on the inflammatory status of the brain, we conducted immunohistochemical analysis to assess gliosis in the hippocampal region. In the presence of peripheral LPS stimulation, STZ treatment resulted in a significant increase in the fluorescence intensity of Iba1^+^ and GFAP^+^ cells in the brain hippocampus (Fig. 4L-N; Additional file 1: Fig. S5). Notably, STZ-induced hyperglycemia did not affect the number of microglia in LPS-inflamed brains (Fig. 4O). These findings suggest that hyperglycemic conditions induce morphological changes in brain glial cells, leading to subsequent gliosis in response to mild peripheral inflammation.

### Hyperglycemia does not affect LPS-induced peripheral inflammation

To explore how hyperglycemia can enhance the susceptibility to peripheral inflammation-induced neuroinflammation, we examined notable changes in the myeloid cell population in peripheral regions, including bone marrow and blood (Fig. S6). STZ treatment alone did not result in a significant alteration in the number of myeloid cells (CD45^+^CD11b^+^), monocytes (CD45^+^CD11b^+^Ly6C^+^), and neutrophils (CD45^+^CD11b^+^Ly6G^+^Ly6C^low^) in the bone marrow (Fig. 5A). Following intraperitoneal LPS injection, both control and STZ groups exhibited a decrease in the number of myeloid cells and neutrophils in the bone marrow, likely due to their egress from the bone marrow (Fig. 5B, C). Importantly, there was no significant difference in the number of bone marrow myeloid cells between control and hyperglycemic mice upon LPS administration (Fig. 5B, C). Similarly, STZ treatment alone did not cause significant changes in the number of myeloid cells and neutrophils in the circulating blood (Fig. 5D). While LPS treatment induced a substantial increase in circulating myeloid cells and neutrophils, there was no significant difference observed between control and hyperglycemic conditions (Fig. 5E, F).

**Fig. 5:**
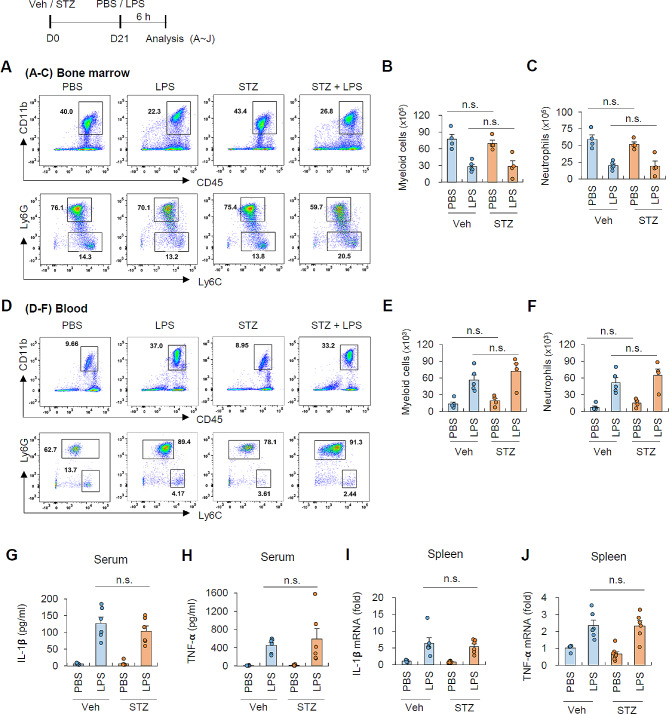
Hyperglycemic condition does not augment peripheral inflammation in response to systemic LPS administration (**A**-**C**) Flow cytometric analyses of bone marrow cells from vehicle- and STZ-injected mice followed by LPS injection (0.5 mg/kg, 6 h). (4 mice per group) (**D**-**F**) Flow cytometric analyses of circulating blood cells from vehicle- and STZ-injected mice followed by LPS injection (0.5 mg/kg, 6 h). (5 mice, vehicle groups; 4 mice, STZ groups) (**G**-**H**) Quantification of IL-1𝝱 (**G**) and TNF-𝝰 (**H**) protein level in the serum from vehicle- and STZ-injected mice followed by LPS injection (0.5 mg/kg, 6 h) using ELISA. (5 mice, veh-PBS; 6 mice, veh-LPS, STZ-LPS; 8 mice, STZ-PBS) (**I**-**J**) Quantification of mRNA levels of IL-1𝝱 (**I**) and TNF-𝝰 (**J**) from spleen extracts of vehicle- and STZ-injected mice followed by LPS injection (0.5 mg/kg, 6 h). (5 mice, veh-PBS; 6 mice, veh-LPS, STZ-LPS; 8 mice, STZ-PBS) Data are presented as means ± SEM. Significant differences between the groups were determined by two-way ANOVA with Bonferroni post hoc test. n.s. not significant

We then examined the impact of hyperglycemia on the proinflammatory cytokine levels in the periphery. LPS administration led to a robust increase in IL-1β and TNF𝝰 production in both the serum (Fig. 5G, H) and spleen (Fig. 5I, J) of mice. However, the hyperglycemic condition did not affect this LPS-induced production of proinflammatory cytokines (Fig. 5G-J). These results collectively indicate that our hyperglycemic conditions do not alter the LPS-induced myeloid cells’ population and their immune responses in the periphery, suggesting that the heightened susceptibility of the brain to hyperglycemia is not likely attributed to increased peripheral inflammation.

### Hyperglycemia induces a specific increase in the responsiveness of brain microglia

To explore the significant influence of hyperglycemia on the responsiveness of peripheral macrophages, we isolated bone marrow cells from both control and STZ-treated mice and induced their differentiation into bone marrow-derived macrophages (BMDMs). Additionally, we isolated peritoneal macrophages from peritoneal lavage collected from control and STZ mice (Fig. 5A). Subsequently, we analyzed in vitro IL-6 production from these macrophages following stimulation with poly(I: C) or LPS. In BMDMs, STZ-induced hyperglycemia did not alter the IL-6 production induced by LPS or poly(I: C) (Fig. 6B).Similarly, the level of LPS-induced IL-6 production in peritoneal macrophages was not affected by STZ-induced hyperglycemia (Fig. 6C). These results indicate that the sensitivity of peripheral macrophages to toll-like receptor signaling remained unchanged under hyperglycemic conditions.

**Fig. 6:**
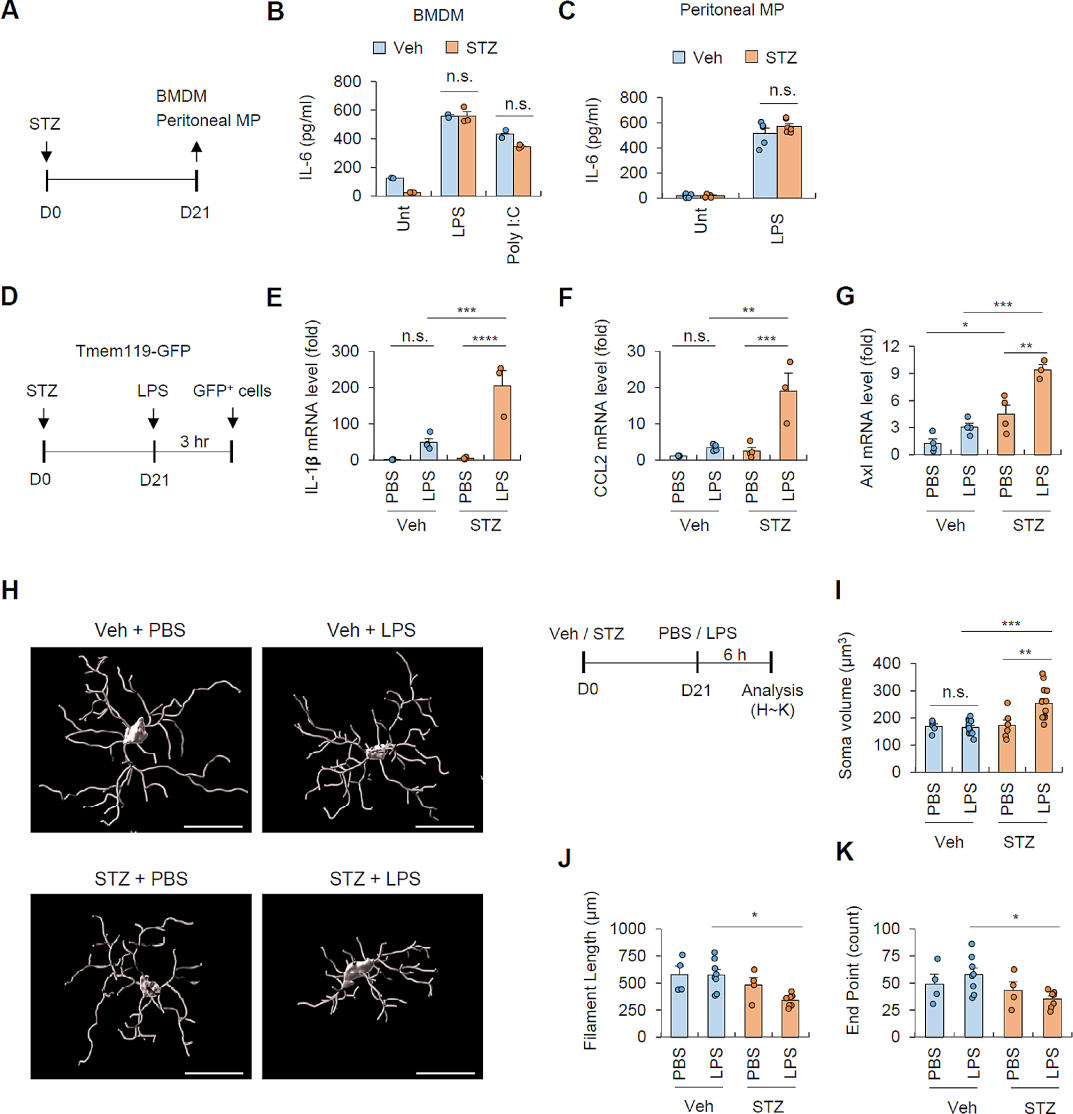
Hyperglycemic condition increases the sensitivity of microglia to systemic LPS administration (**A**) Experimental scheme of in vitro experiment using bone marrow-derived macrophages (BMDMs) and peritoneal macrophages (MP) isolated from normoglycemic (vehicle) and hyperglycemic (STZ-injected) mice. (**B**-**C**) Quantification of extracellular IL-6 levels from cultured BMDMs (B, 2 mice, vehicle; 3 mice, STZ) or peritoneal macrophages (C, 4 mice, vehicle; 5 mice, STZ) upon LPS (0.25 µg/ml, 3 h) or poly I: C (30 µg/ml, 3 h) treatment using ELISA. (**D**) Experimental scheme of microglia (GFP^+^) isolation from *Tmem119-EGFP* mice subjected to veh- or STZ-injection followed by LPS injection (0.5 mg/kg, 3 h). (**E**-**G**) Quantification of mRNA levels of IL-1𝝱 (E), CCL-2 (F) and Axl (G) from isolated microglia using real-time qPCR. (*n* = 3, STZ-LPS group; *n* = 4, other groups; each RNA sample was pooled from 5-independent mice) (H) Representative images of morphological analysis of microglia in veh- and STZ- injected mice upon LPS administration (0.5 mg/kg, 6 h) using Imaris software. (**I**-**K**) Quantification of soma volume (**I**), filament length (**J**), and end point counts (**K**) of microglia. (I, 5 mice, veh-PBS; 13 mice, veh-LPS; 6 mice, STZ-PBS; 12 mice, STZ-LPS; J-K, 4 mice, veh-PBS, STZ-PBS; 8 mice, veh-LPS; 7 mice, STZ-LPS) Three or four cells were randomly selected and averaged for each mouse brain section. Data are presented as means ± SEM. Asterisks indicate significant differences between the groups as determined by two-way ANOVA with Bonferroni post hoc test (B-C, E-G and I-K) *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s. not significant

Then, to examine potential alterations in the responsiveness of brain microglia following STZ treatment, we used *Tmem119-EGFP* mice, where microglia are specifically labeled with GFP. *Tmem119-EGFP* mice were administered with STZ, and following a 21-day interval, they received an intraperitoneal injection of LPS (Fig. 6D). Brain microglia were then isolated based on GFP fluorescence (Additional file 1: Fig. S7) and examined for the expression of inflammation-related genes. Notably, we observed a significant increase in the expression of inflammatory genes such as IL-1β and CCL2 in microglia from STZ-treated mice compared to microglia from control mice, following peripheral LPS injection (Fig. 6E, F). Additionally, the expression level of *Axl*, a representative gene associated with dysfunctional or neurodegenerative microglia [32], was also elevated in the STZ-treated microglia, regardless of LPS stimulation (Fig. 6G).

To further characterize the phenotypic changes of microglia induced by hyperglycemia, we examined the morphology of microglia under normal and hyperglycemic conditions (Fig. 6H). Consequently, STZ treatment led to a significant increase in the soma volume and a decrease in the length and the number of endpoints of microglia in the presence of LPS stimulation (Fig. 6I-K; Additional file 1: Fig. S8). These morphological analyses demonstrate that peripheral hyperglycemia induces a phenotypic shift in brain microglia towards an enhanced innate immune-active state in the context of peripheral LPS stimulation.

### High extracellular glucose induces Glut1-dependent phenotypic changes in primary astrocyte culture

To explore how systemic hyperglycemic conditions drive brain astrocyte proliferation, we checked the potent role of glucose transporter Glut1. Of interest, RNA-seq analysis revealed that STZ treatment significantly increased *Slc2a1* mRNA expression in astrocyte (Fig. 7A). 

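Slc2a1 (NCBI gene 20525, chromosome 4, 119108745 to 119137330), which encodes the glucose transporter Glut1, had 484 ± 37.7 TPM (SD, n = 3) with vehicle and 597 ± 36.9 TPM with STZ in the authors' values, a ratio of means of 1.23. Every STZ sample was above every vehicle sample (exact permutation test on TPM, two-sided p = 0.1, the smallest p that 3 samples against 3 allow). On the counts, the log2 fold change was 0.29 (standard error 0.0921, unadjusted p = 0.0150 and adjusted p = 0.347 from edgeR's quasi-likelihood test), between 0.22 and 0.35 with each sample left out in turn. The adjusted p was 0.601 with the replicate block and 0.163 with DESeq2. In the same samples, 15 endothelial marker genes had a mean log2 fold change of 1.28, with overlap between the groups in their mean expression. Whether vascular cells in the sorted samples contributed to the rise of Slc2a1 was not tested.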

Then, we assessed STZ-induced astrocyte proliferation in the presence of Glut1 inhibitor BAY-876 (Fig. 7B). In addition, we also administered minocycline, commonly used to inhibit microglial activation, into STZ-treated mice to examine the effect of microglia on the astrocyte proliferation. Consequently, STZ-induced increase in astrocyte population was significantly reduced by BAY-876, but not by minocycline (Fig. 7C, D). In contrast, both chemicals had no effect on the number of microglia (Fig. 7E). These observations indicate that STZ-induced hyperglycemic conditions modulate astrocyte proliferation in a Glut1-dependent manner.

**Fig. 7:**
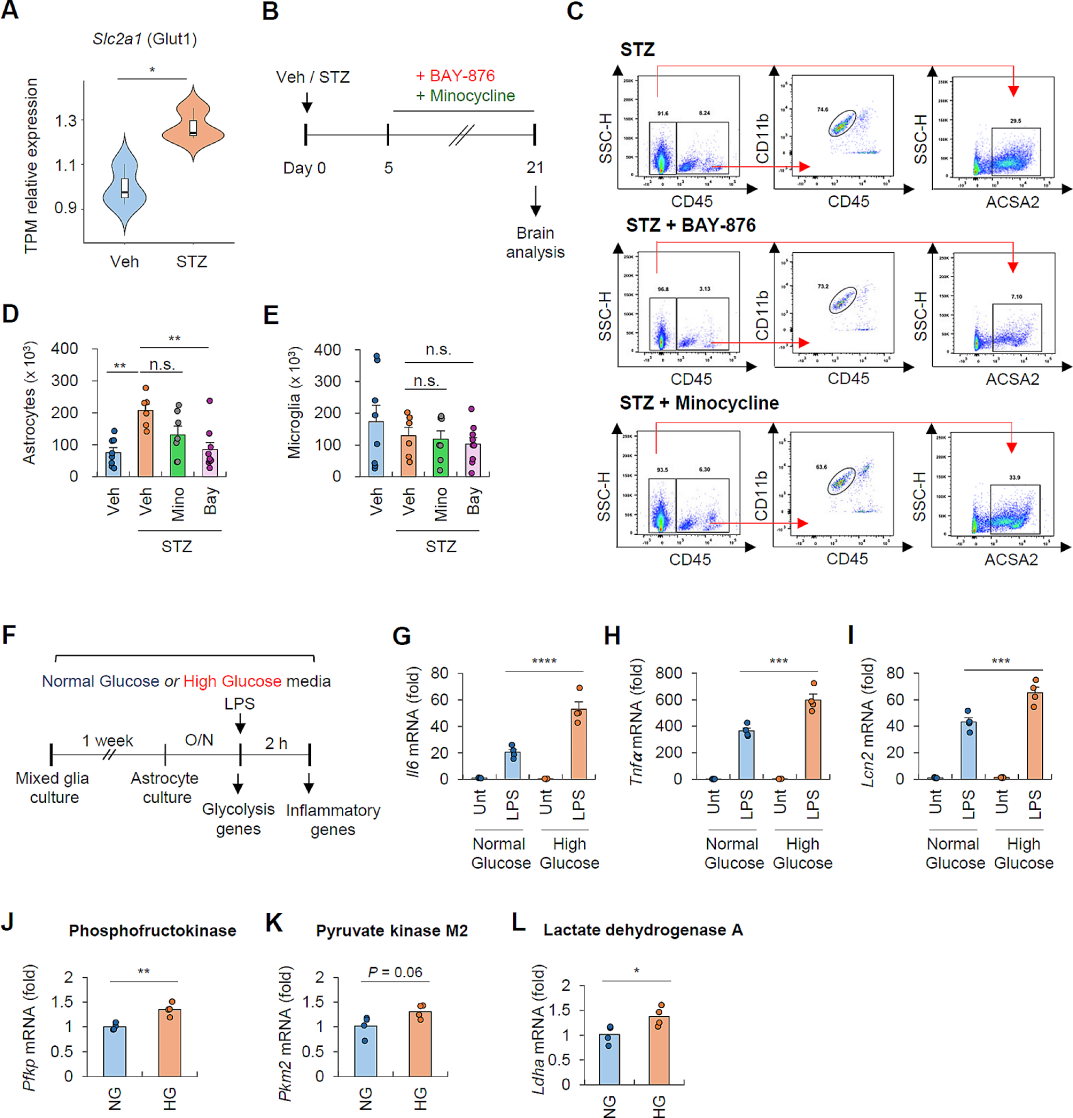
High extracellular glucose increases the expression of glycolytic and proinflammatory molecules in astrocytes. (**A**) The relative expression level (fold change) of *slc2a1* in hyperglycemic (STZ-treated) astrocytes in relation to normoglycemic astrocytes based on TPM read counts obtained from bulk RNA-seq data. (**B**) Experimental scheme of BAY-876 and minocycline administration in normoglycemic or hyperglycemic mice. Mice were given daily intravenous injections of BAY-876 (1.0 mg/kg) or minocycline (45 mg/kg) from day 5 to day 21. (**C**) Representative flow cytometric analysis of brain cell populations in STZ-treated mice followed by vehicle, BAY-876, or minocycline injection. (**D**-**E**) Quantification of astrocytes (**D**) or microglia (**E**) population in (**C**). (8 mice, vehicle; 6 mice, STZ; 7 mice, STZ + minocycline; 9 mice, STZ + BAY-876 group) (F) Experimental scheme of in vitro primary mixed glial cells and astrocytes cultured in normal glucose (5.5 mM) or high glucose (25 mM) DMEM, followed by LPS treatment (0.2 µg/ml, 2 h) (**G**-**I**) Quantification of mRNA levels of *Il6* (**G**), *Tnf*a (**H**), and *Lcn2* (**I**) from primary astrocytes cultured in normal or high glucose-DMEM following LPS stimulation (*n* = 4 for all groups). (**J**-**L**) Quantification of mRNA levels of glycolytic genes of primary astrocytes cultured in normal or high glucose DMEM (*n* = 4 for all groups). Data are presented as means ± SEM. Asterisks indicate significant differences in one-way ANOVA with Bonferroni post hoc test (D-E), two-way ANOVA with Bonferroni post hoc test (**G**-**I**), and Student’s two-tailed, unpaired *t* test (**J**-**L**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s. not significant

To further confirm the glucose-driven reprogramming of astrocytes, primary mouse astrocytes were cultured in normal or high glucose medium for one week (Fig. 7F). Then, we checked the responsiveness of astrocytes to LPS stimulation. Notably, high glucose medium led to an enhanced production of proinflammatory and reactive genes in astrocytes following LPS treatment (Fig. 7G-I). Given that hyperglycemia induces training of macrophages via glycolysis-dependent epigenetic modifications [33], we examined the expression levels of glycolytic enzymes in astrocytes under normal or high glucose medium. Intriguingly, high glucose medium-exposed astrocytes exhibited an increased expression of glycolytic enzymes compared to astrocytes in normal glucose environments (Fig. 7J-L). These findings suggest that high extracellular glucose can drive astrocyte reprogramming via inducing glycolysis-dependent alterations of chromatin accessibility of proinflammatory genes.

### Hyperglycemia potentiates peripheral LPS-induced cognitive impairment

To determine the impact of hyperglycemia on the brain functions in the context of inflammatory stimuli, we conducted behavioral tests to assess the cognitive functions (Fig. 8A). Of note, novel object recognition (NOR) task demonstrated that mild LPS administration significantly impaired cognitive functions of hyperglycemic mice compared with control mice, whereas hyperglycemia alone did not cause baseline cognitive impairment of mice (Fig. 8B). Additionally, there were no significant differences in total exploration time between the two groups upon LPS injection, implying the locomotor function was not affected in hyperglycemic mice (Fig. 8C). Similarly, Y-maze task revealed a reduced spontaneous alternation and total arm entries in hyperglycemic mice upon LPS injection compared with the control mice (Fig. 8D, E), suggesting that hyperglycemic condition can impair brain performances upon a mild inflammatory stimulus. In the vehicle- and PBS-treated group, both the discrimination index and spontaneous alternations significantly diverged from their respective theoretical mean values of 0 (no discrimination) and 50% (random behavior), substantiating the biological relevance of the cognitive evaluation (Additional file 1: Fig. S9A-B).

**Fig. 8:**
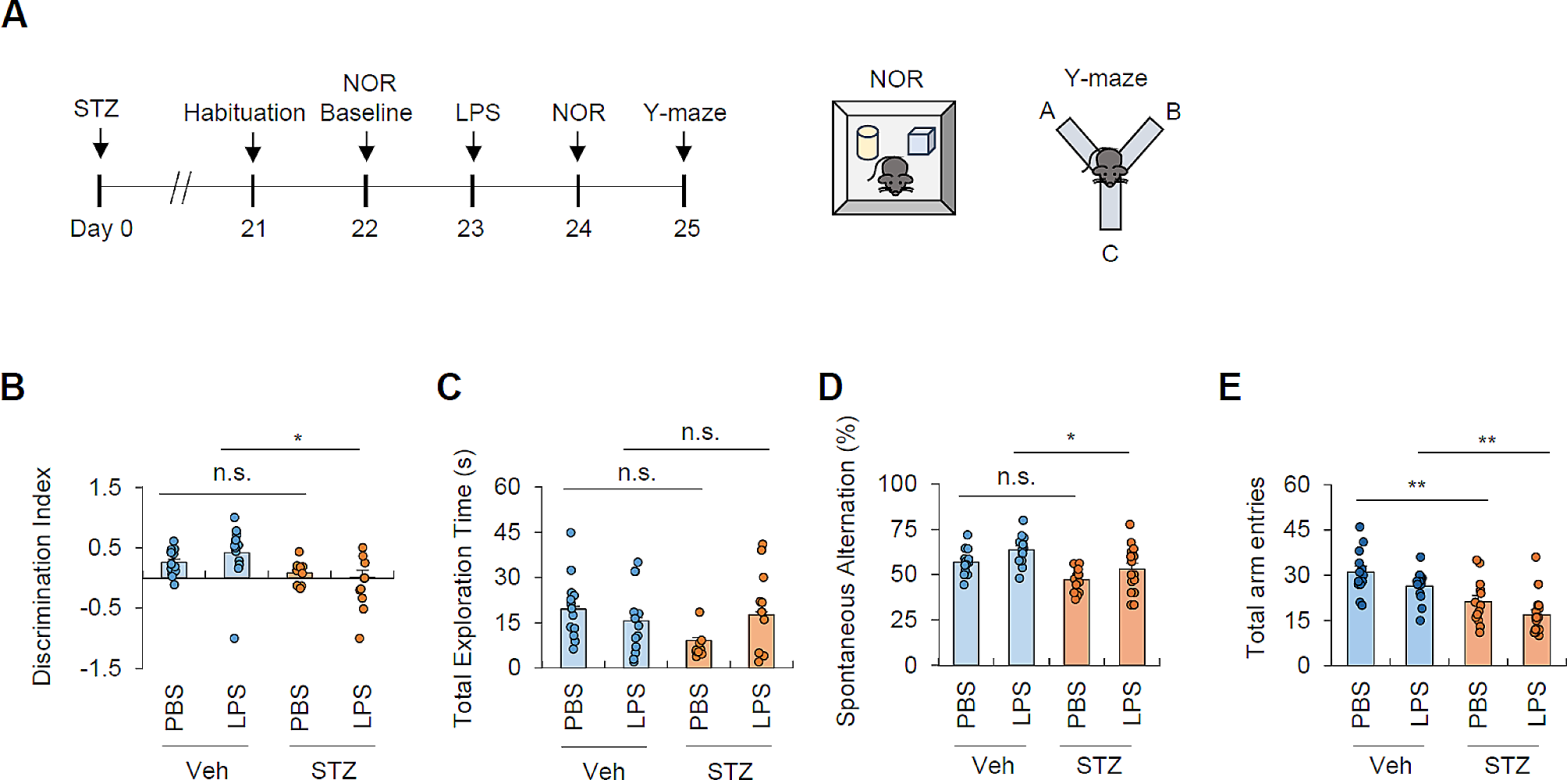
Hyperglycemic conditions impair cognitive function upon mild peripheral LPS stimulation (**A**) Experimental scheme for Novel object recognition (NOR) and Y-maze behavioral tests. Control and STZ-treated mice were intraperitoneally administered with LPS (0.25 mg/kg) and rested for 24 h before the tasks. (B-C) NOR task conducted for vehicle- and STZ- treated mice followed by PBS or LPS injection. (14 mice, veh-PBS; 13 mice, all other groups) The discrimination index calculation (**B**) and total exploration measurement (**C**) were shown. Mice that did not explore both objects during the training phase were excluded from the analysis. (D-E) Y-maze task conducted for vehicle- and STZ- treated mice followed by PBS or LPS treatment. The spontaneous alternation calculation (**D**) and total arm entries count (**E**) were shown. (13 mice, veh-PBS; 14 mice, veh-LPS; 14 mice, STZ-PBS; 16 mice, STZ-LPS group) Mice with total arm entries fewer than 10 were excluded from the calculation. Data are presented as means ± SEM. Asterisks indicate significant differences between the groups as calculated by two-way ANOVA with Bonferroni post hoc test. *P < 0.05, **P < 0.01, n.s. not significant

The diminished total number of arm entries also indicates a decreased willingness of hyperglycemic mice to explore unfamiliar environments. Collectively, these results demonstrate that hyperglycemia can enhance the brain’s vulnerability to mild peripheral inflammatory stimulation, ultimately impairing its function through a mechanism involving hyperglycemia-induced alterations of astrocytes.

## Discussion

Diabetic condition poses a risk of severe complications and often worsens existing brain pathologies. Nevertheless, the direct impact of hyperglycemic burden on brain cells and their contribution to the progression of brain diseases remain unclear. In the present study, we attempted to elucidate hyperglycemia-induced changes in brain glial cells using flow cytometric and immunohistochemical analyses. In particular, we conducted an RNA-sequencing-based transcriptomic analysis of brain astrocytes under hyperglycemic stress. Our findings revealed that hyperglycemia stimulates the proliferation of astrocytes, the central regulators of brain glucose and energy metabolism, leading to the reprogramming of astrocytes. Furthermore, our results demonstrate that the hyperglycemia-induced shift in astrocyte phenotype enhances the brain’s sensitivity to mild peripheral inflammation. (Fig. 9) This contrasts with most previous studies, which primarily focused on understanding the impact of hyperglycemia in acute stroke or reperfusion/ischemic conditions [34–37].

**Fig. 9:**
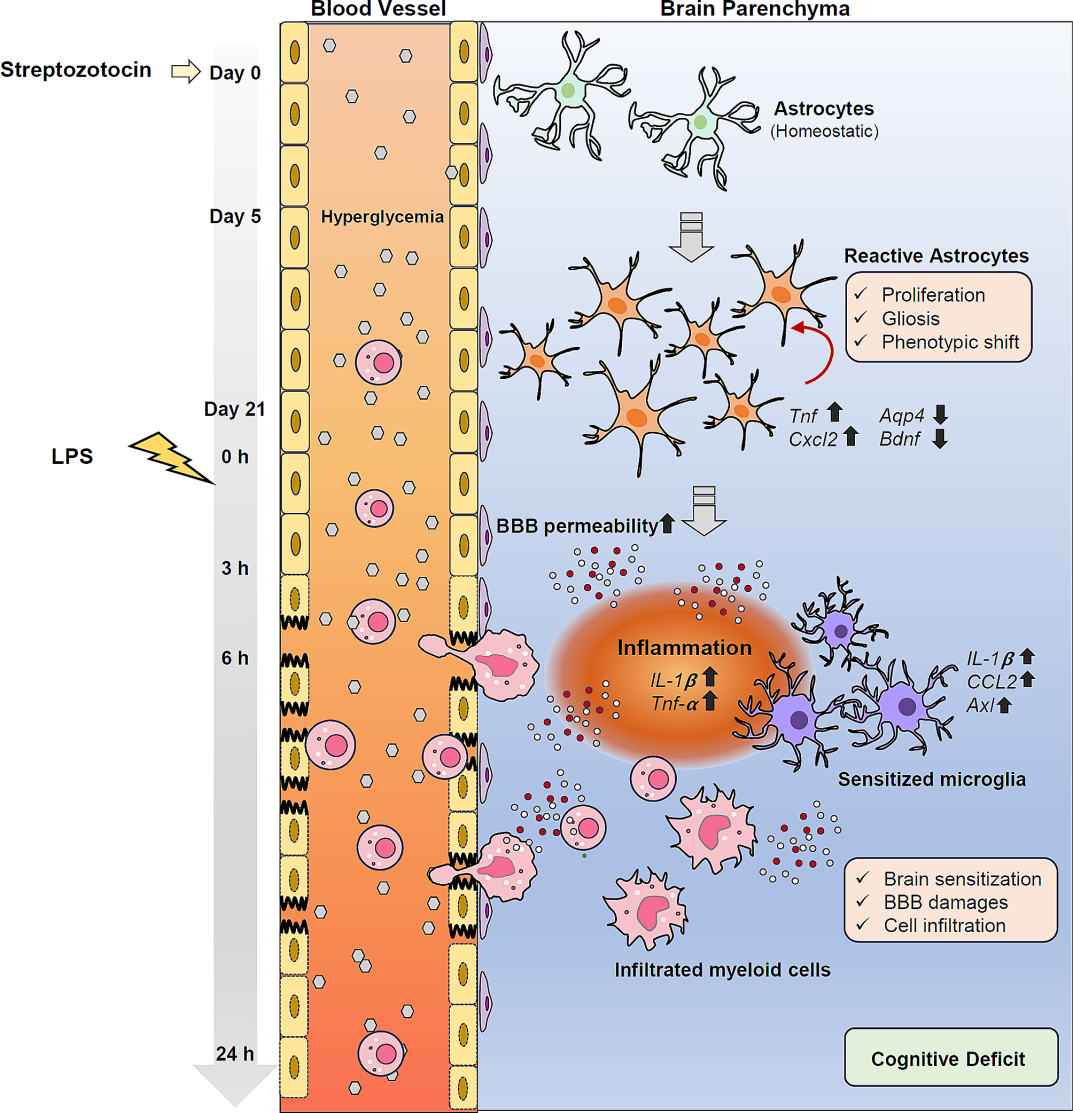
Proposed mechanisms for how hyperglycemia amplifies neuroinflammation sensitivity. Hyperglycemic conditions induced by streptozotocin promote astrocyte proliferation and reprogram homeostatic astrocytes into inflammatory phenotype in brains. Upon peripheral inflammation induced by lipopolysaccharide (LPS), reactive astrocytes augment LPS-induced blood-brain barrier (BBB) damages and myeloid cell infiltration into brains, which lead to neuroinflammation and the subsequent cognitive dysfunction

Astrocytes, the most abundant and diverse type of glial cells, play crucial roles in mediating a wide range of brain functions and immune regulation within the brain [38, 39]. Recent studies have revealed that proliferative astrocytes represent a distinct reactive subtype, differing from mature astrocytes, which remain quiescent and non-proliferative, and are observed in response to physical injuries such as traumatic brain injury or spinal cord injury [40–42]. These proliferating astrocytes can exert both protective and detrimental function in the brain [43]. For instance, in the traumatic brain injury or spinal cord injury, reactive astrocytes undergo proliferation and exhibit neuroprotective or scar-forming properties to impede the spread of inflammation [44, 45]. Conversely, astrocyte proliferation has also been linked to brain pathologies, such as neuroinflammation and gliosis [46, 47]. Therefore, the specific effects of proliferative astrocytes may vary depending on the circumstances, warranting further investigation for a comprehensive understanding. Our findings in this study demonstrate that astrocyte reprogramming induced by hyperglycemia involves heightened reactivity, neurotoxicity, and proliferation. In contrast to our observations, Li et al. proposed that hyperglycemia inhibits astrocyte proliferation [48]. However, it’s important to note that this study was conducted using in vitro astrocyte cultures exposed to elevated extracellular glucose levels. While the discrepancy might be influenced by differences in in vivo and in vitro observations, it remains crucial to verify the effects of high glucose levels on astrocytes in an in vivo setting.

Notably, our findings demonstrate that hyperglycemia facilitates the disruption of BBB in response to peripheral inflammatory stimulation. While astrocytic endfeet structure is crucial for maintaining BBB integrity [49], we also observed a downregulation of *Aqp4*, a pivotal gene of astrocytic endfeet, and an upregulation of chemotaxis-associated genes in astrocytes under hyperglycemic condition. These alterations in astrocytes may contribute to the increased permeability of the BBB in response to mild peripheral inflammation. Supporting these findings, the hyperglycemic condition significantly intensified the infiltration of myeloid cells into the brain triggered by peripheral LPS. Regarding the substantial impact of hyperglycemia on other BBB components, such as endothelial cells and pericytes, further investigations will be valuable to enhance our understanding.

Several previous studies have explored the effects of prolonged hyperglycemia on peripheral immune responses [50–53]. Notably, a recent investigation uncovered that hyperglycemia induces a trained immune response in peripheral myeloid cells, resulting in proinflammatory and pro-atherosclerotic phenotypes [33]. However, under our hyperglycemic conditions, we did not observe any changes in the reactivity of peripheral inflammatory cells. The discrepancy in previous studies may be attributed to their consideration of long-term hyperglycemic effects. Nevertheless, our relatively short-term hyperglycemic condition led to the reprogramming of astrocytes into a proinflammatory phenotype without impacting peripheral immune cells. Supporting these findings, our in vitro results from astrocyte cultures also demonstrated that a high-glucose medium induces the expression of glycolytic enzymes and increases the LPS responsiveness of astrocytes. It will be thus intriguing to examine the epigenetic modifications in astrocytes under hyperglycemic conditions. Consequently, our study sheds light on the crucial role of astrocytes in the context of hyperglycemia-mediated brain pathological conditions.

Concerning the direct influence of hyperglycemia on the brain, our observations reveal that hyperglycemia triggers both functional and morphological changes in microglia, alongside astrocytes. Notably, hyperglycemia significantly potentiates the innate immune potential of microglia to mild peripheral inflammation. This unexpected finding implies that hyperglycemia has the potential to reprogram both microglia and astrocytes. Since microglia are the major cell type engaged in brain immune responses and are substantially influenced by astrocytes [54], further transcriptomic and epigenetic analyses of microglia will be crucial to unravel the hyperglycemia-induced sensitization of brain glial cells to neuroinflammation.

In conclusion, the present study reveals the proliferation of reactive astrocytes exhibiting proinflammatory characteristics under hyperglycemic conditions. This transformation in astrocytes increases the susceptibility of brain immune responses, making it more vulnerable to mild peripheral stimulations. Given that we did not explore the function of candidate genes induced by hyperglycemia in astrocytes, further investigation is necessary to comprehend their functional relevance. Our findings highlight the potential roles of astrocytes in exacerbating diabetes-associated brain diseases, and the hyperglycemia-induced alterations in astrocytes could serve as a therapeutic target to alleviate brain pathologies associated with diabetic complications.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper or the Supplementary Materials. RNA-Seq data are available through the National Center for Biotechnology Information Gene Expression Omnibus. (GSE247033)

# Supplementary material for: Hyperglycemia enhances brain susceptibility to lipopolysaccharide-induced neuroinflammation via astrocyte reprogramming
**Source:** J Neuroinflammation. 2024 May 27;21:137. doi: 10.1186/s12974-024-03136-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

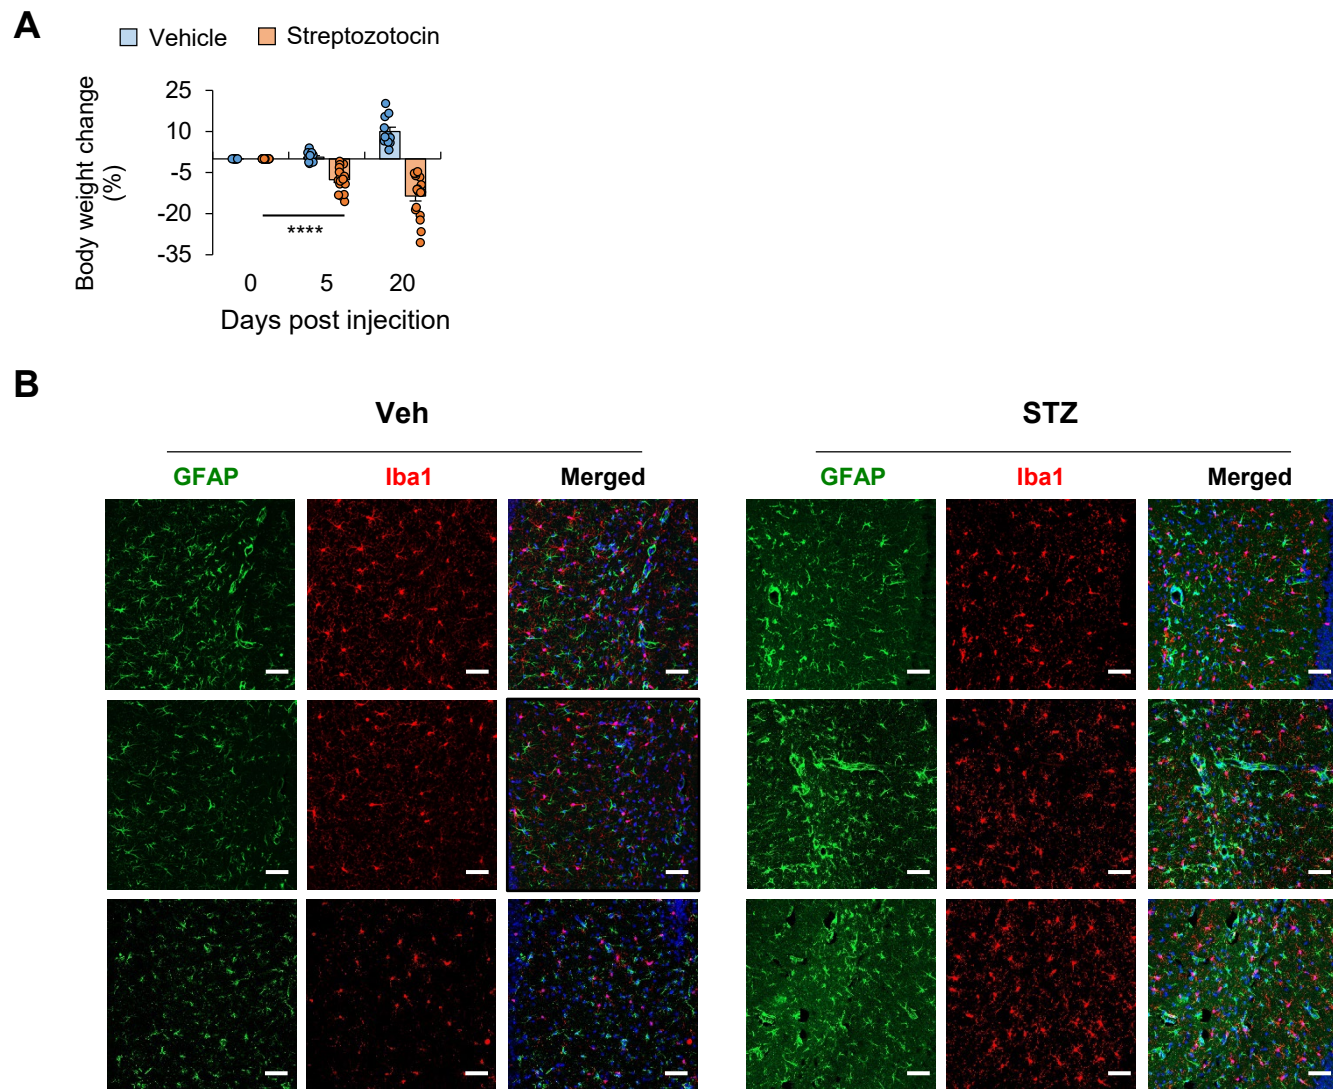

**Supplementary Figure S1. Flow cytometric and immunohistochemical analyses of mouse brain from normoglycemic and STZ-induced hyperglycemic condition.** (A) Body weight measurement after STZ injection in wild type mice (14 mice, vehicle; 18 mice, STZ group) (B) Immunohistochemical images of hippocampal regions of brain coronal sections; astrocytes and microglia are stained with anti-GFAP (green) and anti-Iba1 (red), respectively. Scale bars = 50  $\mu$ m. Data are presented as means  $\pm$  SEM. Asterisks indicate significant differences in one-way ANOVA with Bonferroni post hoc test. \*\*\*\* $P < 0.0001$ .

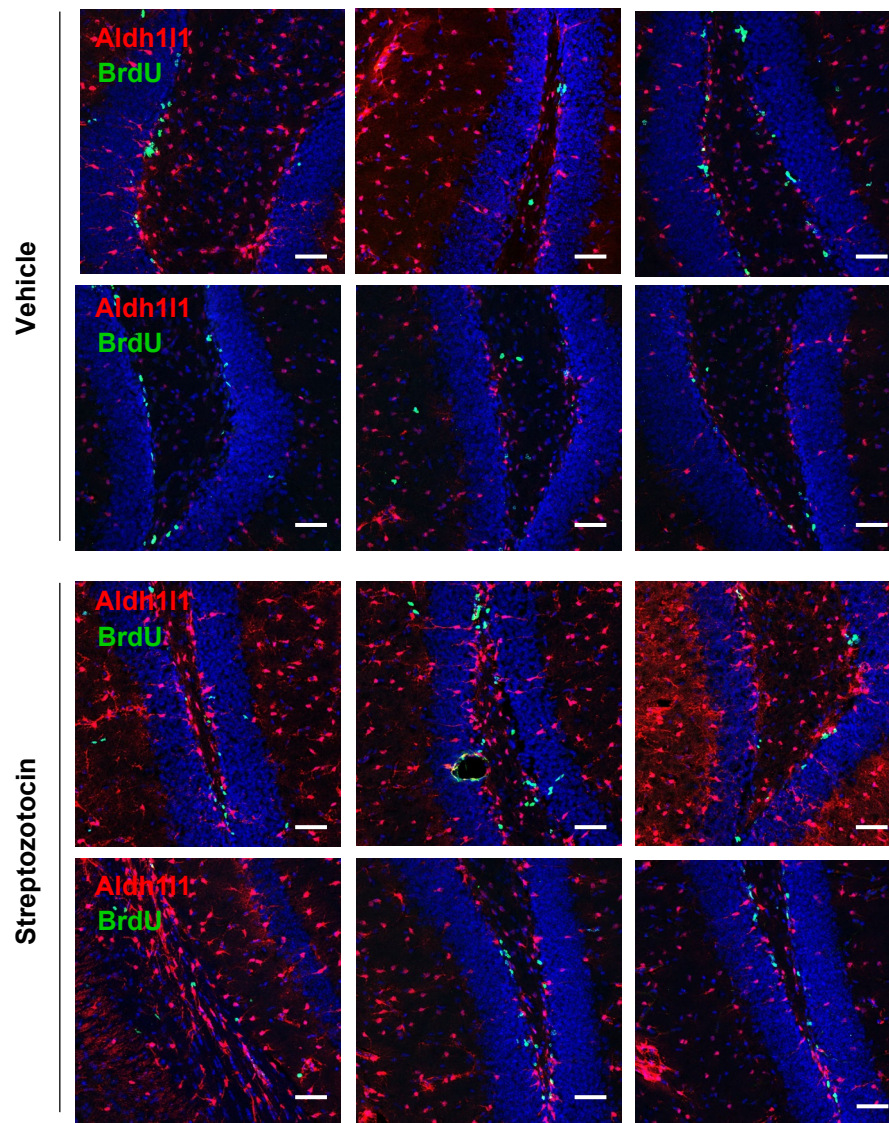

**Supplementary Figure S2. BrdU<sup>+</sup> astrocytes indicate astrocyte proliferation in hyperglycemic condition.** Immunohistochemical images depicting the colocalization of astrocytes (tdTomato) and BrdU (green) in brain hippocampal region to label proliferating astrocytes. DAPI (blue) indicates nuclei signaling. Scale bars = 50 μm.

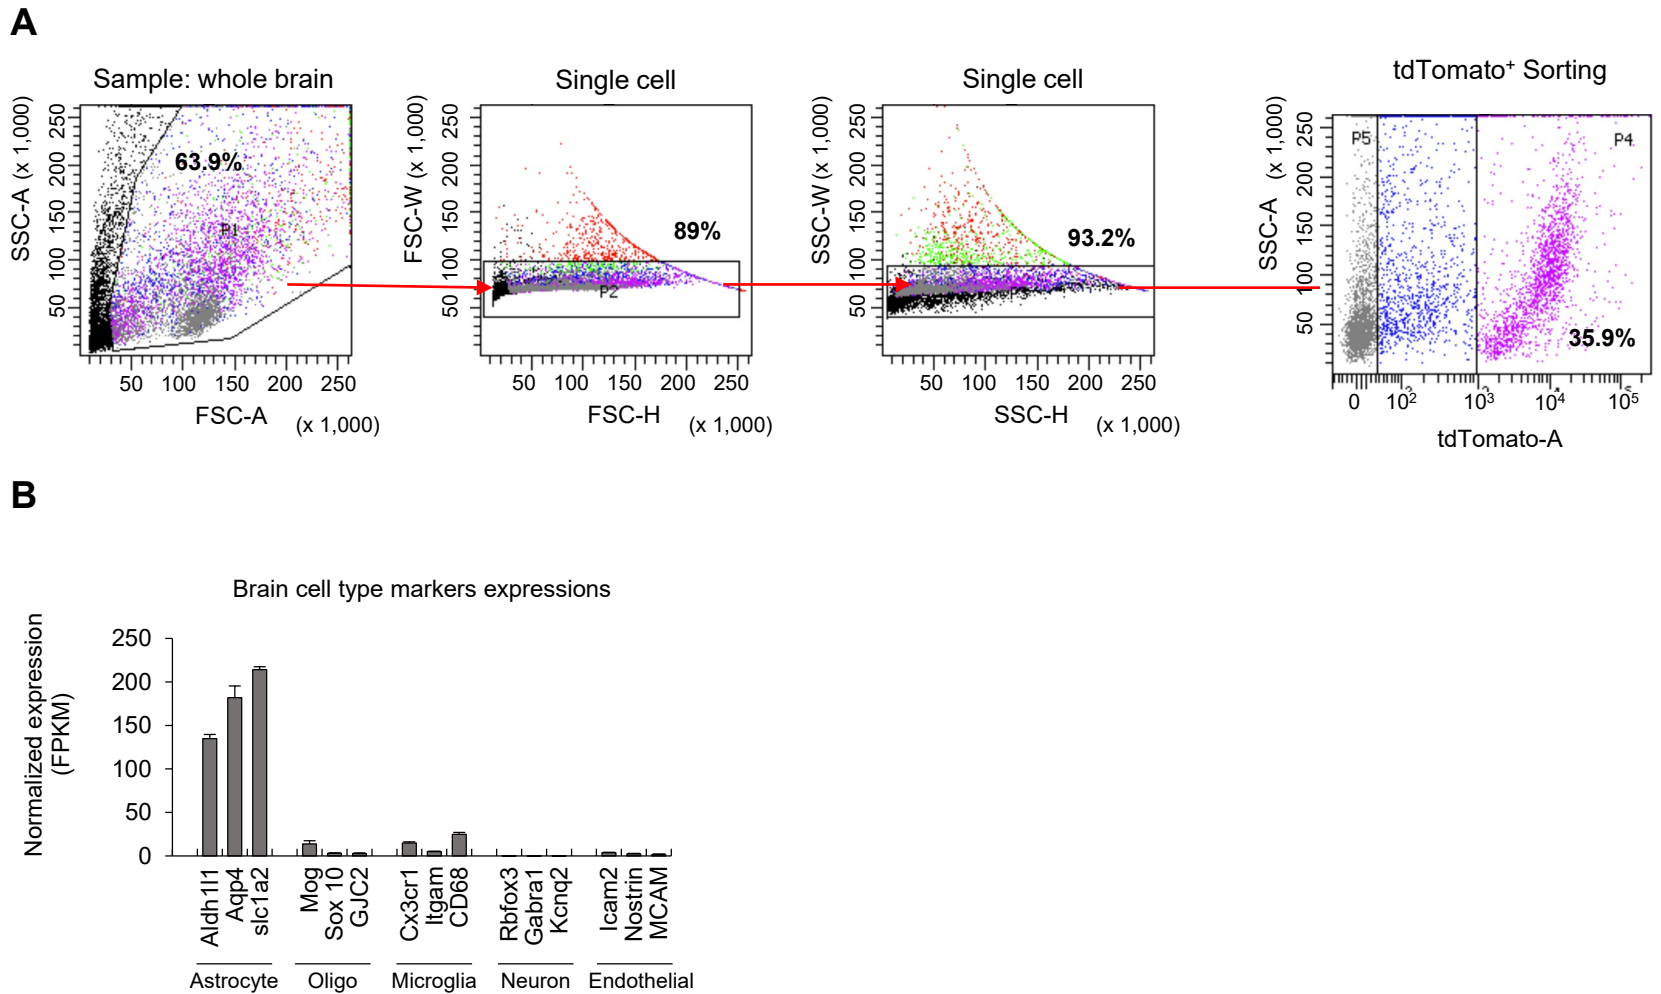

**Supplementary Figure S3. RNA-seq analysis exhibits transcriptional differences between normoglycemic and hyperglycemic astrocytes.** (A) Representative gating strategies of cell sorting of astrocytes (tdTomato<sup>+</sup> cells) from brain single cell suspensions of tdTomato<sup>fl/fl</sup>;Aldh1l1-CreERT mice. (B) Validation of astrocytes using gene markers of astrocytes, oligodendrocytes, microglia, neuron, and endothelial cells; FPKM= Fragments Per Kilobase of transcripts per Million mapped reads.

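The markers drawn for endothelial cells are Icam2, Nostrin and Mcam. Mcam had 1.42 ± 0.662 FPKM (SD, n = 3) in the vehicle samples and 2.32 ± 0.527 FPKM in the STZ samples, with an adjusted p of 0.515 from edgeR. FPKM divides the reads of a gene by its length and by the reads of the sample, so it allows genes within a sample to be compared. Since FPKM and TPM differ by a single factor per sample, the order of the markers is the same in TPM.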

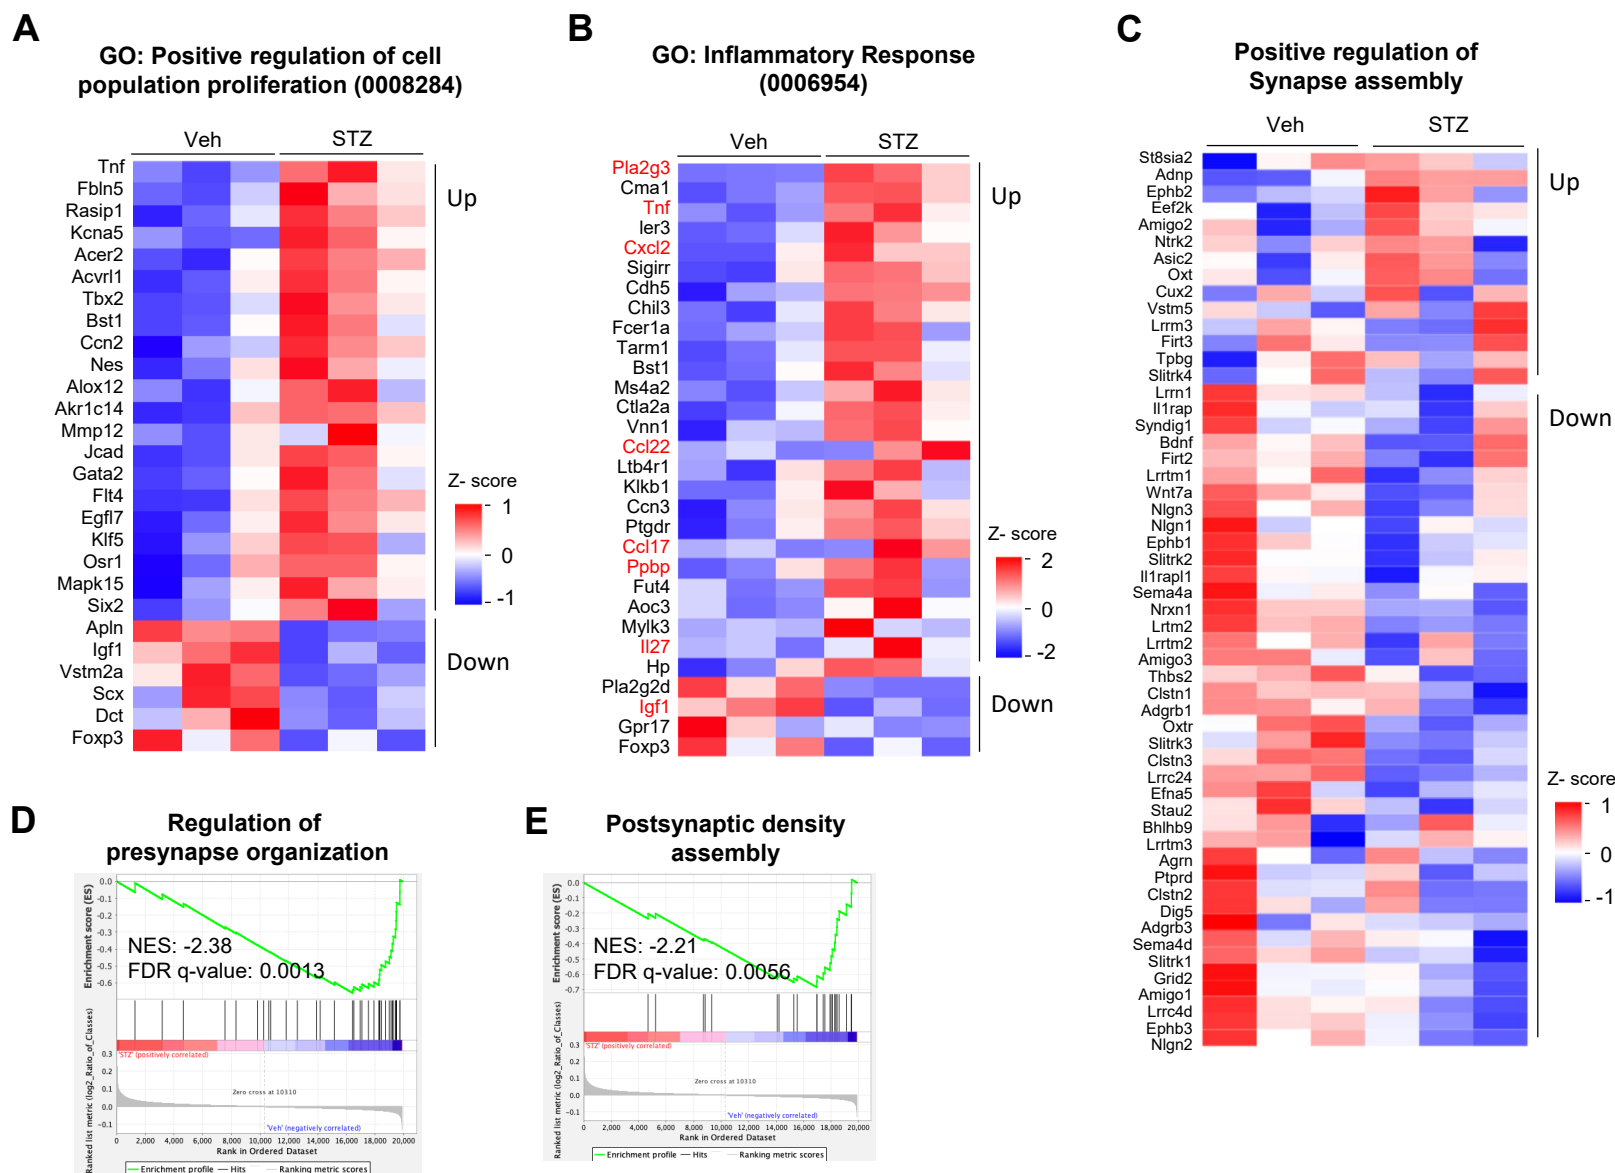

**Supplementary Figure S4. Gene ontology analysis of hyperglycemic astrocytes compared with normoglycemic astrocytes.** (A-B) Heatmap representation of Gene Ontology (GO) analysis of GO:0008284 (positive regulation of cell population proliferation) (A) and GO: 0006954 (inflammatory responses) (B) with colors indicating Z scores; adjusted p-value < 0.05, |fold change| > 1.5. The heatmap is in the order of increasing p-values. (C) Heatmap analysis of genes associated with positive regulation of synapse assembly of the whole transcriptomes with colors indicating Z scores. (D-E) GSEA analysis of GO terms of regulation of presynapse organization (D) and postsynaptic density assembly (E).

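In both heatmaps, the order in which the genes drawn as higher follow each other was that of the unadjusted p-values of DESeq2 computed from the counts (Spearman correlation across genes 1). All 27 genes of the proliferation heatmap and all 30 of the inflammation heatmap had an unadjusted DESeq2 p under 0.05 and a fold change over 1.5.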

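Of the 54 genes drawn, 52 matched a tested gene by symbol. Of the 14 drawn as higher in STZ, 11 had a positive log2 fold change, and of the 40 drawn as lower, 37 had a negative one. By single genes, 14 had an unadjusted p under 0.05 with edgeR's quasi-likelihood test and 0 an adjusted p under 0.05, and 3 had an adjusted p under 0.05 with DESeq2. Lrtm2 (NCBI gene 211187), which encodes a leucine-rich repeat membrane protein, had a log2 fold change of -0.50 (standard error 0.0833, adjusted p = 0.169 from edgeR and 0.00174 from DESeq2). Adnp, drawn as higher, had a log2 fold change of 2.97 (standard error 1.07, adjusted p = 0.388 from edgeR). Adnp lies within the span of the read-through gene Gm20716 on chromosome 2 (168180965 to 168230379), which had 2759, 2441 and 1219 counts in the vehicle samples and 0 in each STZ sample.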

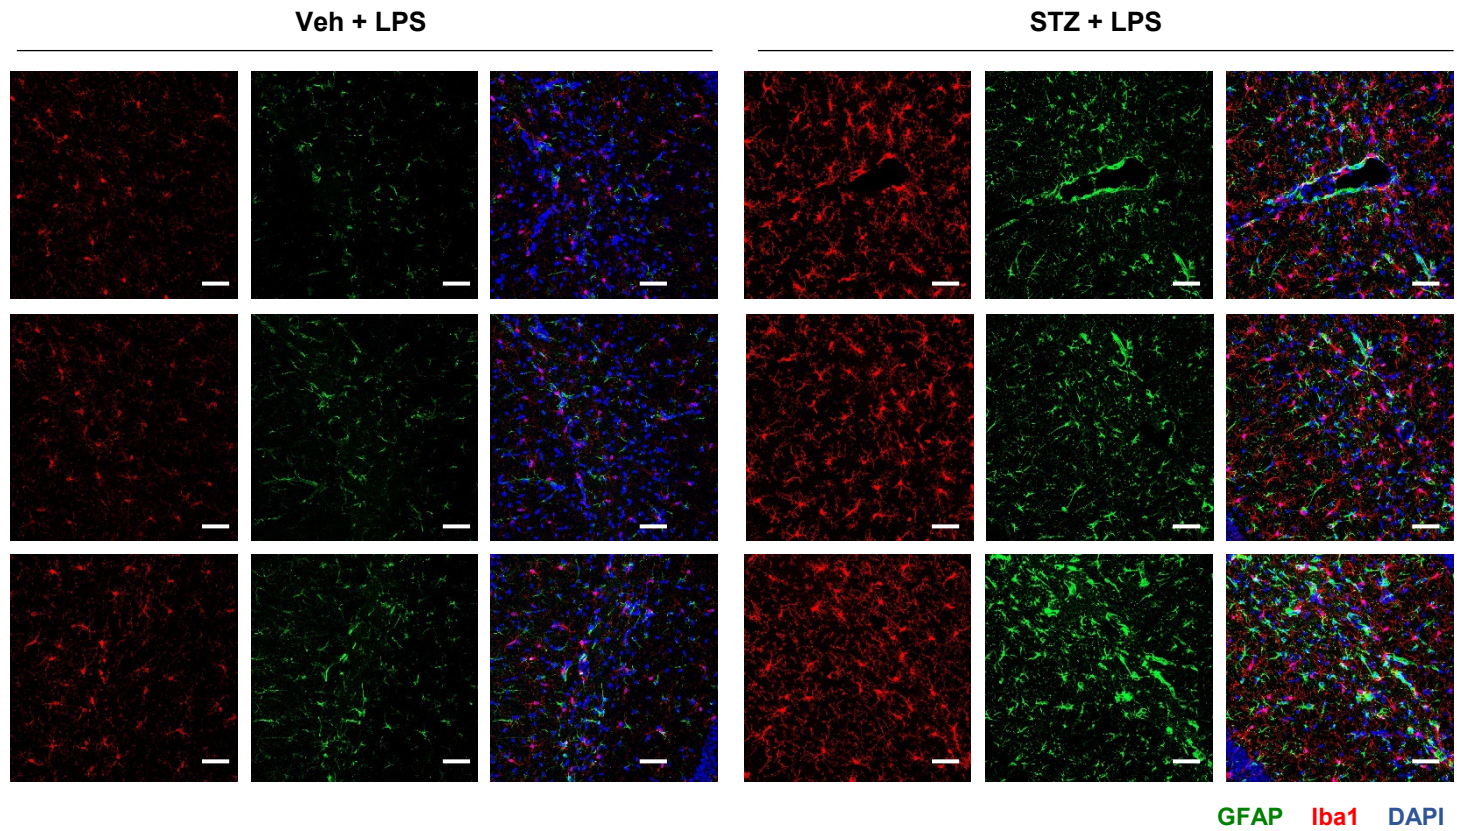

**Supplementary Figure S5. Hyperglycemia induces a morphological change in brain glial cells upon systemic LPS injection.** Immunohistochemical images of the hippocampal regions of vehicle- and STZ-treated mice upon LPS administration (0.5 mg/kg; 6 h). Astrocytes and microglial gliosis are evaluated using anti-GFAP (green) and anti-Iba (red) antibodies, respectively. DAPI represents the nuclei signaling. Scale bars= 50  $\mu$ m.

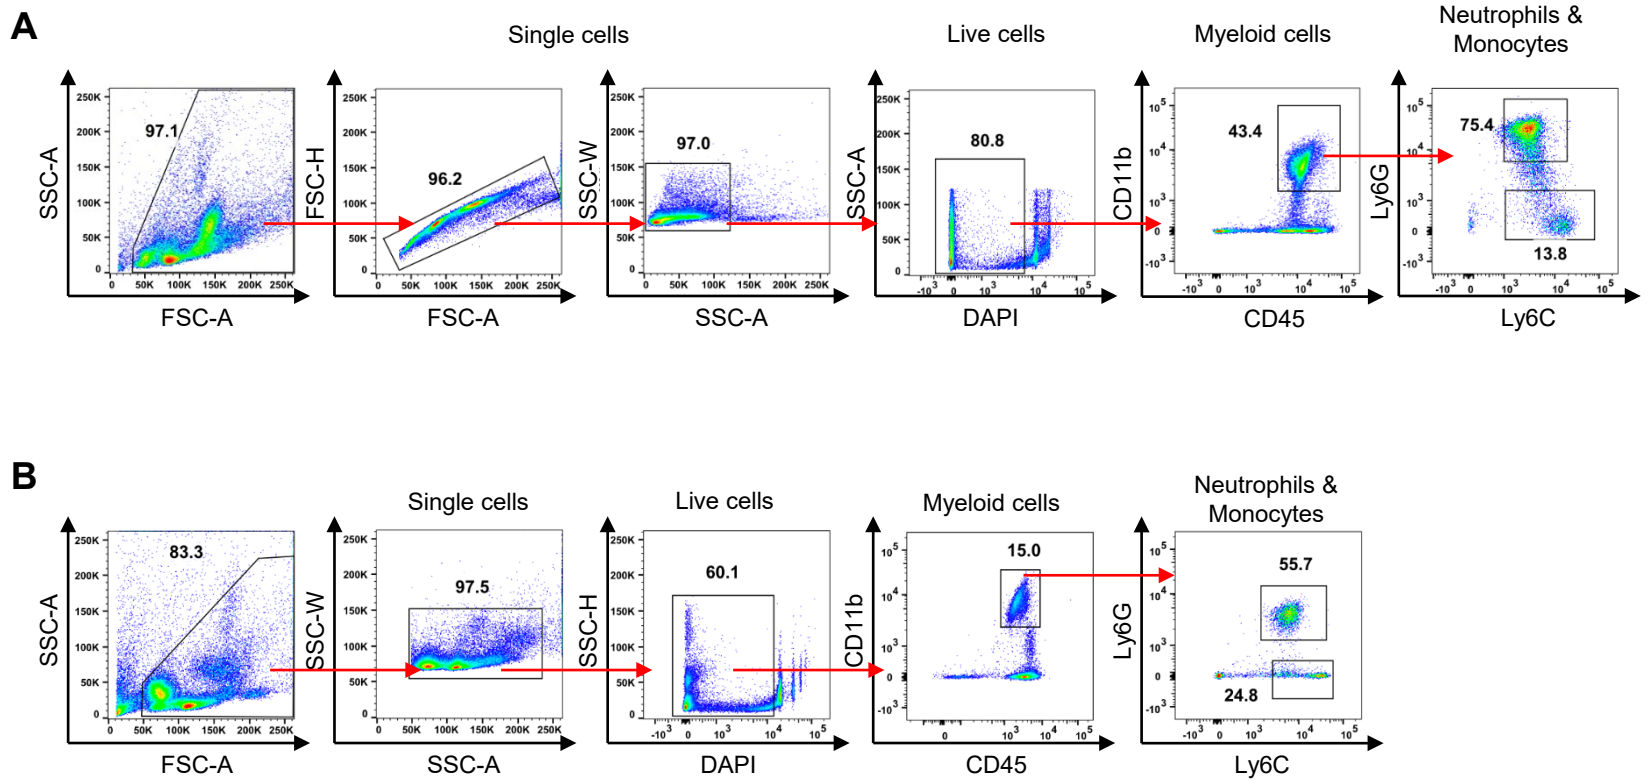

**Supplementary Figure S6. Gating strategies of peripheral immune cells in the circulation and bone marrow. (A-B)** Full representative gating strategies of flow cytometry analysis of femur bone marrow cells (A) and blood circulatory cells (B) to identify single cells, live cells (DAPI<sup>-</sup>), myeloid cells, neutrophils, and monocytes, respectively.

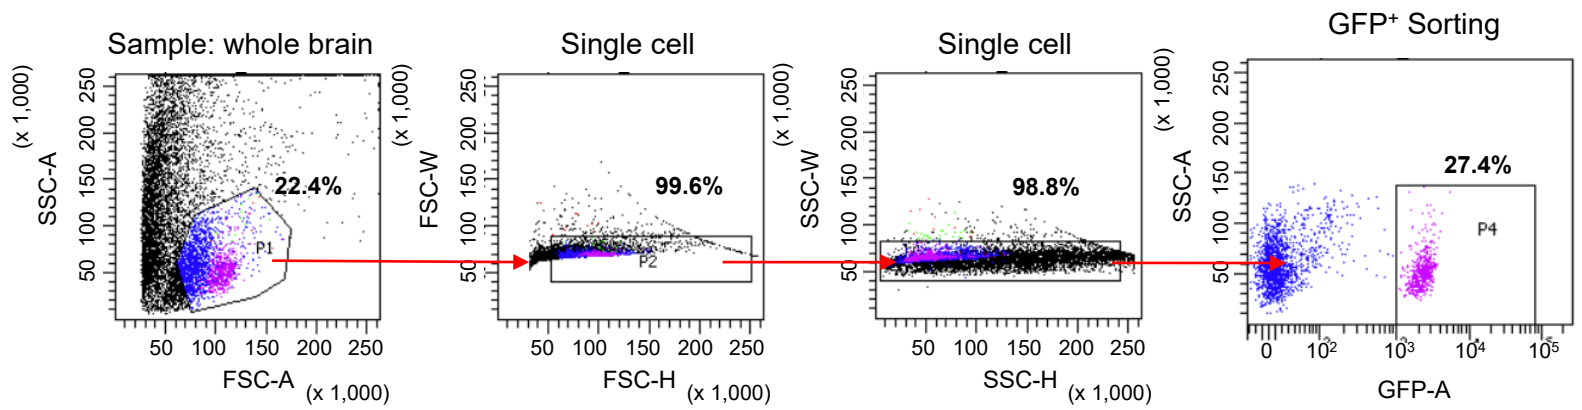

**Supplementary Figure S7. Isolation of GFP<sup>+</sup> microglia from Tmem119-GFP mouse brain.** Representative gating strategies of cell sorting of microglia (GFP<sup>+</sup> cells) from brain single cell suspensions of Tmem119-eGFP mice by flow cytometer.

**A**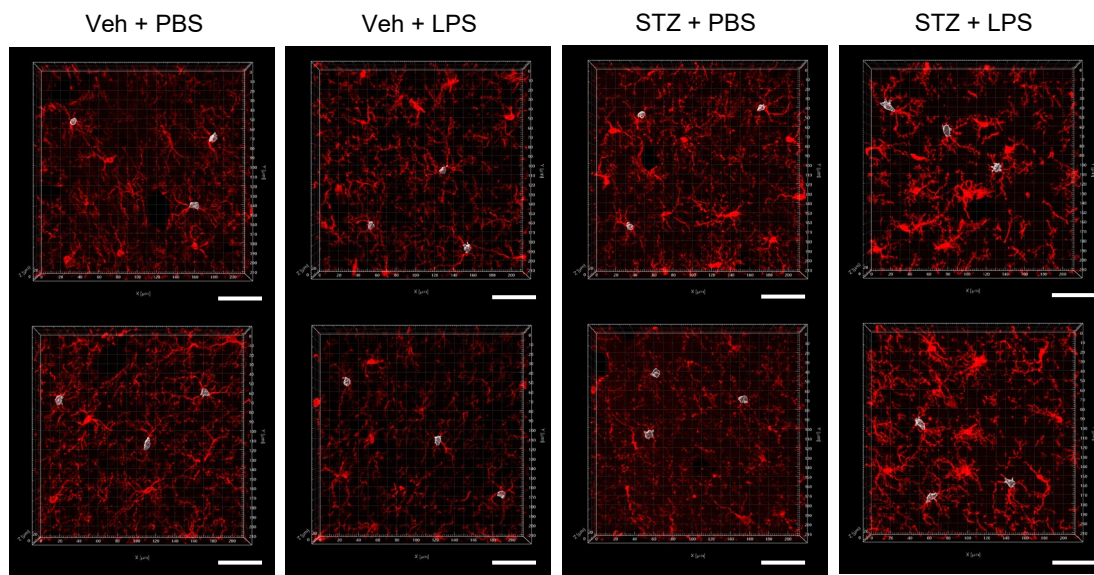**B**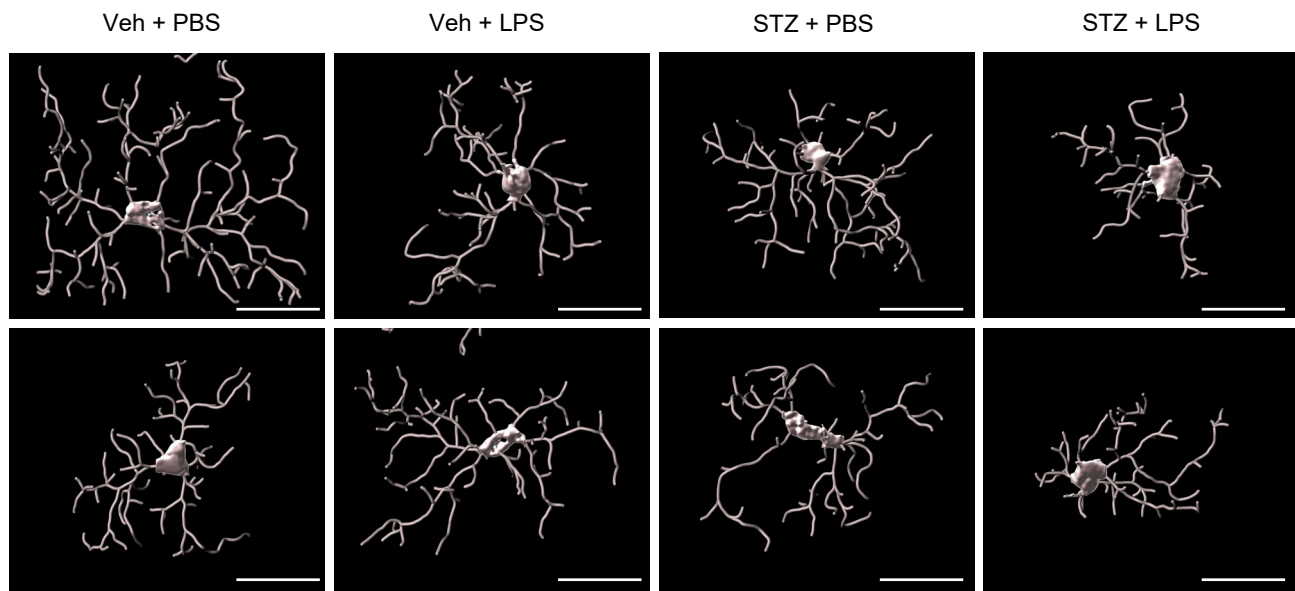

**Supplementary Figure S8. Morphological analysis of microglia upon mild inflammatory stimuli in hyperglycemic condition.** (A-B) Representative Imaris-processed 3-dimensional confocal images of microglia upon LPS administration in normoglycemic and hyperglycemic mice (LPS 0.5 mg/kg; 6 h). The soma selected for each sample are labeled with white color. Scale bars = 30  $\mu$ m (A). The filament length and the end points counts of branches are visualized in single-cell resolution. Scale bars = 20  $\mu$ m (B).

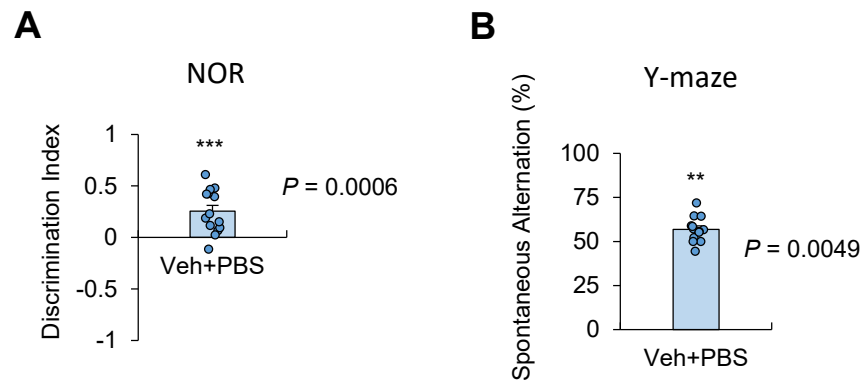

**Supplementary Figure S9. Validation of intact cognitive function demonstrated by control mice.** (A) One sample *t*-test comparing the discrimination index of the control group (veh-PBS) to a theoretical mean value of 0 in the Novel Object Recognition (NOR) test. (B) One sample *t*-test comparing the spontaneous alternation (%) of the control group to a theoretical mean value of 50% in the Y-maze task. ( $n = 13$  mice) Data are presented as means  $\pm$  SEM. Asterisks indicate significant differences between the groups as calculated by one sample *t*-test. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

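RNA sequencing of sorted tdTomato-positive astrocytes was analysed for 3 samples from vehicle-treated and 3 from STZ-treated mice, each a pool of 3 mice. Sample groups and replicate numbers were taken from the sample labels and the legend of Fig. 3A. The genes to be named, the design of each test and the alternatives listed first below were set before the data were examined. The named genes are those the text of the RNA-seq results names, those labelled in Figs. 3F, 3M, 4J, S3B and S4A to S4C, the genes the paper measured in cultures, the members of the marker lists, and at most 5 genes in each direction with the smallest p-values among those past the threshold whose groups do not overlap. Members of lists singled out as examples, such as Lrtm2, were picked after their values were seen. Some genes drawn in the figures are not reported here.

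The authors aligned reads to mm10 with HISAT2 and quantified genes with StringTie, and the deposited counts are whole-number read counts per gene without normalization. The FPKM values were made by the authors and are fragments divided by transcript length and mapped reads. The TPM values were made by the authors and sum to between 999946.2 and 999982.0 per sample. The versions of the tools are not stated in the paper's text, and neither is the annotation. The paper's methods leave out genes with a count of 0 in any sample, which the deposited table still lists, and remove outlier genes by a step they do not describe, which was not repeated.

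Of 45777 genes listed, 32431 had a count in any sample and 22337 in every sample; 45679 matched the RefSeq annotation of GRCm38 by NCBI gene number. Total counts per sample ranged from 52529048 to 58749115. Counting error is therefore small for most genes, and the smallest share shown by 3 counts was 0.0511 to 0.0571 CPM; such floors cover counting error only. The 10 most abundant genes held 11.1% to 12.0% of the counts. Pairs of samples differed by more than sampling noise (chi-square per gene from 17.2 to 88.7). All measurement columns belonged to mapped samples.

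Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, group as the only factor, two-sided) with Benjamini-Hochberg adjustment. The threshold was an adjusted p under 0.05 and a fold change over 1.5, as in Fig. 3D. Gene sets were tested with camera of limma 3.58.1 (preset inter-gene correlation 0.01), adjusted over the 6 sets drawn from the paper and over the 17 marker lists of cell types and responses separately. Reactome pathways with 15 to 500 tested genes came from the list in fgsea 1.28.0. Enrichment among called genes (Fisher's exact test) was to use the genes called by edgeR; it was run on those called by DESeq2, a choice made after the number of genes was seen. Separation of the groups used log2 CPM with a prior count of 2. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for tables.

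The alternatives set then were DESeq2 1.42.0 (the paper's tool; Wald test with independent filtering at 0.1), DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, the replicate number as a block, robust fitting, limma on log2(TPM + 1) and log2(TPM + 0.1), other thresholds, camera with estimated correlation, fry, and leaving out each sample in turn. Chosen after seeing the data were edgeR's likelihood ratio test, a choroid plexus score as a covariate, leaving out the 50 most abundant genes, robust fitting for gene sets, all alternatives for the Reactome pathways, and the settings varied within DESeq2. The pairing behind the replicate block comes from the replicate numbers in the sample titles. In the sample descriptions the numbers of the STZ samples instead follow on from those of the vehicle samples. The samples are different pools of mice, and the methods name no pairing.

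The procedures were tested on simulated data drawn from the real means, library sizes and dispersions. With 200 genes changed 2-fold, edgeR called 140 (70%) and 8 unchanged genes, and DESeq2 called 169 (84.5%) and 67 unchanged genes. The changed genes were drawn only from those above a minimum total count, so these shares do not cover genes below it. Each setting was simulated once and genes varied independently, so false calls in the real samples can differ. With no gene changed among 21913, edgeR called 0 genes (4.62% at an unadjusted p under 0.05) and DESeq2 called 28. Among 200 random sets, camera gave 4.5% a p under 0.05; the simulated genes were independent of each other, so this does not test sets with correlated members.

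The experiments on whole brain, cultures, flow cytometry, imaging and behavior were not analysed here.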

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

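The marker lists were written before their values were known, as were the tests of the cell cycle list and of the dissociation and glucocorticoid lists; the counts of other divisions of the samples for single marker lists and the correlations of the mast cell and glucocorticoid lists with the endothelial markers were chosen only after the result was seen, and the other correlations after the main results but before their own values.

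Of the lists that follow, the paper reports on the endothelial markers of Fig. S3B and on proliferation, and otherwise on neither vascular and mast cell genes nor the glucocorticoid, cell cycle, interferon and dissociation lists. The 15 endothelial markers had a mean log2 fold change of 1.28 in STZ, 15 of 15 higher (adjusted p = 5.2e-13 from limma's camera). The 11 mural cell markers had 0.91, 10 of 11 higher (adjusted p = 4.2e-10), and the 9 mast cell markers 1.52, 9 of 9 higher (adjusted p = 9.8e-12). Over their alternatives the adjusted p-values ranged from 3.1e-27 to 0.396, from 1.1e-13 to 0.279 and from 1.1e-16 to 0.267; the highest came with the inter-gene correlation estimated from the samples. The endothelial score of vehicle replicate 3 (3.41) exceeded that of STZ replicate 3 (3.35). Of the 4 divisions of the 6 samples that part every same-numbered pair, 2 gave an endothelial p as small, the real division included, and 1 each, the real division, gave as small a p for the mural and the mast cell markers. The other 6 divisions part 1 pair, and 4 divisions cannot give a share under 0.25. Within groups, the mural markers (median correlation 0.84) and the mast cell markers (0.76) followed the endothelial markers, above 99.99% and 99.64% of random lists. A candidate explanation is vascular cells and cells attached to them in the sorted samples, in amounts that vary between pools. The alternative that STZ raised these transcripts cannot be told apart from this or from a chance division of the samples.

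The 15 glucocorticoid response genes had a mean log2 fold change of 0.54, 14 of 15 higher (camera adjusted p = 1.1e-09, 1.4e-12 to 0.224 over the alternatives). Only the real division among the 4 gave as small a p (1 of 4). The list leaves out Fkbp5 and Nfkbia, which glucocorticoids also induce. Within groups its members followed the endothelial markers (median correlation 0.39, above 99.38% of random lists). A glucocorticoid response in STZ-treated mice may contribute to the higher genes, and a share of vascular cells may as well; these were not separated.

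The 26 cell cycle genes had a mean log2 fold change of 0.35, 26 of 26 higher. This would be seen if more cells were cycling at harvest. The camera adjusted p was 1.8e-08 (3.5e-12 to 0.541 over the alternatives). With each sample left out, the mean ranged from 0.18 (without vehicle replicate 1) to 0.45 (without vehicle replicate 2). Among the 4 divisions 2 gave as small a p, and within groups the genes followed the endothelial markers (median correlation 0.46, above 99.61% of random lists), so cycling astrocytes cannot be told apart from other cycling cells or from a chance division.

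The 16 type I interferon response genes had a mean log2 fold change of 0.46, 13 of 16 higher (camera adjusted p = 0.000699, 1.4e-07 to 0.541 over the alternatives). Of the 4 divisions, 2 gave as small a p, and the median within-group correlation with the endothelial markers was 0.58 (above 99.23% of random lists). The 18 dissociation response genes, induced by enzymatic tissue dissociation, had 0.27, 14 of 18 higher (camera adjusted p = 0.00644, 5.1e-07 to 0.541 over the alternatives). Here 3 of the 4 divisions gave as small a p, and the correlation with the endothelial markers was 0.0913, above 74.21% of random lists. The mean of the dissociation list ranged from 0.15 (without vehicle replicate 2) to 0.41 (without STZ replicate 3) with each sample left out. A difference in the response to dissociation between pools may add to the genes higher in STZ, and a chance division of the samples remains open.

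Outside the genes the paper discusses, 4 passed the threshold: Slc13a3 (log2 fold change -1.05) and Serpinh1 (-0.76), lower in STZ, and Rtp1 (2.57) and Olfm2 (1.36), higher in STZ and weighed here. Rtp1 had 60, 71 and 85 counts in the vehicle samples and 587, 369 and 445 in the STZ samples, and Olfm2 had 780, 916 and 972 against 2956, 2157 and 2380. Library size cannot account for this, since only 1 STZ library was larger than every vehicle library. Within groups their correlations with the endothelial markers were 0.64 and 0.52, above 74.99% and 86.67% of single genes of like expression, so vascular cells were not shown to be the source. Adding the counts of the gene that overlaps Olfm2 left its log2 ratio at 1.41. Among the 4 divisions of the samples 2 gave as many called genes, a count that does not test these 2 genes. A response of astrocytes to STZ is a hypothesis.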

How the results depend on the processing

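Where a value below changed, the cause was not tested. edgeR called 5 genes (2 higher, 3 lower). It called 5 with DESeq2's size factors and without the 50 most abundant genes, and 7 without a filter and with filterByExpr. With robust fitting it called 10 (5 and 5), and at an adjusted p under 0.1 also 10 (5 and 5). With the replicate block it called 0, as did limma on log2(TPM + 1) and on log2(TPM + 0.1), for higher and lower genes alike, while 1793, 2635 and 2612 genes had an unadjusted p under 0.05. From 0 to 1 genes were called with each sample left out (0 to 1 higher, 0 lower), with 1704 to 2802 at an unadjusted p under 0.05. An unadjusted p under 0.05 gave 1037 genes (730 and 307). DESeq2 called 234 (146 and 88). Chosen after seeing the data, edgeR's likelihood ratio test called 194 (129 and 65), 154 of them shared with DESeq2, and a choroid plexus score as covariate 14 (4 and 10). The pairing check gave a mean correlation of -0.149 between same-numbered samples.

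Within DESeq2, all chosen after seeing the data, the 234 genes became 221 without a filter, 124 with the replicate block, 445 with the choroid plexus score, 911 at an unadjusted p, and from 121 to 696 with each sample left out. With samples left out, 58 to 596 genes were higher and 60 to 106 lower, and lower genes outnumbered higher ones without vehicle replicate 2 (58 higher and 69 lower) and without STZ replicate 2 (59 and 76).

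The share of variance between the groups ranged from 24.8% to 40.9%, with exact permutation p-values from 0.1 to 0.5; since no p under 0.1 is possible, these show no stability.

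With the correlation estimated, the adjusted p became 0.323 for the pan-reactive set, 0.289 for the A1 reactive set and 0.184 for the synapse assembly set, and with fry 0.210, 0.210 and 0.0863; under the other alternatives these 3 sets stayed under 0.05. With each sample left out, the A2 reactive set ranged from 0.0240 to 0.342 and the chemokine ligand set from 0.00749 to 0.542. The endfoot set stayed above 0.05 throughout (0.198 to 0.594).

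Of the 17 marker lists, 10 had an adjusted p under 0.05, and 0 had with the estimated correlation or with fry, where the smallest adjusted p-values were 0.224 and 0.0851. The lists whose direction reversed all had an adjusted p over 0.05 with all samples. The ependymal and choroid plexus list reversed with fry (0.990) and without the 50 most abundant genes (0.838). With each sample left out, directions reversed in 13 of 102 fits of single lists, and the adjusted p-values ranged from 0.0226 to 0.782 for fibroblast, 0.0121 to 0.496 for microglia, 7.5e-06 to 0.451 for oligodendrocyte, 0.162 to 0.985 for neuron and 0.000198 to 0.636 for ependymal and choroid plexus. Of the 102 fits, 74 kept direction and side of the threshold, 8 became weaker and 7 stronger. The number of Reactome pathways was 114 and ranged from 36 to 179 with each sample left out.

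Slc2a1 kept its direction in all settings and passed 0.05 only with DESeq2 and the choroid plexus score (log2 fold change 0.28), with adjusted p-values from 0.0369 to 0.632. Aqp4 passed with DESeq2 (-0.48), and, chosen later, with the likelihood ratio test (-0.48), DESeq2 without a filter (-0.48) and DESeq2 with the choroid plexus score (-0.46), with adjusted p-values from 0.00013 to 0.601. Gfap reversed, at log2 fold changes of -0.0036 with DESeq2 and with its size factors, -0.0052 without a filter, -0.0019 with filterByExpr, -0.0036, -0.0026 and -0.017 in the added DESeq2 fits without a filter, with the block and with the choroid plexus score, and -0.013 with that score in edgeR, and ranged from -0.13 to 0.0903 with each sample left out. All of these lie within its standard error of 0.146. Among the 28 named genes other than Slc2a1 and Aqp4, 16 passed 0.05 with DESeq2 and not with edgeR. Of their fits with other settings, 294 kept direction and side of the threshold, 75 became stronger, 15 weaker and 8, those of Gfap, reversed; of 168 fits with a sample left out, 30 became weaker, 1 stronger and 2 reversed.

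Of the proliferation heatmap genes edgeR called 1, and of the inflammation heatmap genes 0. DESeq2 called 10 and 7, an unadjusted p 23 and 25. The block and both limma fits called 0 of the proliferation genes, and so did each fit with a sample left out. Added later, the likelihood ratio test called 9 and 8, DESeq2 without a filter 7 and 7, with the block 3 and 3, and with the choroid plexus score 15 and 13.

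The ratio of astrocyte to other markers cannot differ between FPKM and TPM, since a single factor per sample links them. Depth limits what can be said of genes near 0.0511 to 0.0571 CPM; Il6, with 0 counts in a sample, was not tested.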

Differences from the paper's values

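The paper reports 234 differentially expressed genes, 146 higher and 88 lower in STZ; edgeR's quasi-likelihood test on the deposited counts called 5, 2 higher and 3 lower. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool the paper's methods name, gave 234, 146 and 88. The others did not close the gap: DESeq2's size factors in edgeR and no limit on fold change gave 5, no filter and filterByExpr 7, robust fitting and an adjusted p under 0.1 gave 10, the replicate block and both limma fits 0, leaving out single samples 0 to 1, and an unadjusted p 1037. Of the alternatives chosen after seeing the values, edgeR's likelihood ratio test gave 194 and DESeq2 without a filter gave 221, both within 1.5 times of the paper's number.

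The paper states that Slc2a1 rose significantly; its adjusted p was 0.347 with edgeR and 0.163 with DESeq2, and from 0.0369 to 0.632 over the alternatives. The lowest, from DESeq2 with a choroid plexus score, was chosen after seeing the values.

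The paper states that the proinflammatory genes rose and that Apln and Igf1 fell significantly. With edgeR the adjusted p-values of Pla2g3, Fkbp5, Cxcl2, Tnf and Igf1 were 0.138, 0.169, 0.365, 0.218 and 0.253. DESeq2 gave 4.2e-08, 4.2e-08, 0.0287, 0.000866 and 0.00645 (over the alternatives 4.2e-08 to 0.586, 1.8e-08 to 0.586, 0.00405 to 0.629, 0.000866 to 0.600 and 0.004 to 0.594). Of the settings chosen after seeing the values, DESeq2 without a filter and with a choroid plexus score put all 5 genes under 0.05, the likelihood ratio test all but Cxcl2, and DESeq2 with the replicate block Pla2g3, Fkbp5 and Cxcl2.

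The paper reports a rise of chemokine and chemotaxis genes from GSEA of GO terms, which were not tested here. The chemokine ligand genes taken by symbol, another set in another test, had a camera adjusted p of 0.131. It was under 0.05 only without STZ replicate 3 (0.00749, with 0.00749 to 0.542 over the alternatives). These values therefore do not test the paper's GSEA result.

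The paper states that endfoot genes including Aqp4 fell. Aqp4 and Atp1b2 had log2 fold changes of -0.48 and -0.44, with adjusted p-values of 0.280 and 0.301 from edgeR and 0.0169 and 0.0359 from DESeq2 (0.00013 to 0.601 and 0.000239 to 0.630 over the alternatives). Chosen after seeing the values, DESeq2 without a filter and with a choroid plexus score also put both under 0.05, the likelihood ratio test Aqp4, and DESeq2 with the replicate block Atp1b2. The other 5 genes drawn had log2 fold changes of 0.00 or above with edgeR, the sign of Gfap changing between settings.

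The legend of Fig. S4 gives an adjusted threshold for the proliferation and inflammation heatmaps. Of their 27 and 30 genes, DESeq2's adjusted threshold was passed by 10 and 7, and its unadjusted threshold by 27 and 30. Fig. 3M marks 13 genes with asterisks, of which 3 had a DESeq2 adjusted p under 0.05, while Serpina3n, without an asterisk, had 0.0468 (0.0173 to 0.642 over the alternatives). Ccl22 and Il27, labelled among the genes of Fig. 3F, had adjusted p-values of 0.441 and 0.402 with edgeR; DESeq2 gave Ccl22 0.178 and Il27 no adjusted p after its filtering (0.149 to 0.696 and 0.240 to 0.727 over the alternatives).

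The paper describes a separation of the groups by principal components; in the first 3 components together a plane parted them, as it did for 7 of the 10 divisions of the samples, and the exact permutation p of the share of variance between the groups was 0.2 (0.1 to 0.5 over the alternatives).

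Fig. S4C draws 14 genes as higher and 40 as lower, and 52 of these 54 could be tested. In edgeR 11 and 37 had the drawn direction; the remaining 4 tested genes had the opposite one. The number of genes with a count in every sample was 22337, which differs from the number shown in Fig. 3C.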

Other observations

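The counts of other divisions of the samples (except for the edgeR genes, the Reactome pathways and cholesterol biosynthesis), the correlations of the A1, pan-reactive, A2, chemokine ligand and synapse assembly sets and of the heatmap genes with the endothelial markers, the count of divisions parted by a plane and the test at the Adnp locus were chosen only after the result was seen; GC content, gene length, abundant genes and the Reactome divisions were tested after the main results but before their own values were known.

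The 6 samples can be divided into groups of 3 in 10 ways, of which 4 part every same-numbered pair, the real division included; the other 6 part 1 pair. With 4 divisions no share under 0.25 is possible, so these counts cannot rule out a chance division, whatever they are; the pairs rest on the replicate numbers alone. A division of vehicle replicates 1 and 2 with STZ replicate 3 against the rest gave 6 genes with edgeR and 552 with DESeq2, against 5 and 234 for the real division, so 2 of the 4 gave as many with either tool. As small a p was given by 2 of the 4 for the pan-reactive, A1 reactive and A2 reactive sets, by 3 for the chemokine ligand set, and by 1, the real division, for the synapse assembly and endfoot sets. The number of marker lists under 0.05 (10) and of Reactome pathways (114) was reached by 2 of the 4. For cholesterol biosynthesis, the real division alone gave as small a p (1 of 4). Among the marker lists lower in STZ, 2 of the 4 gave as small a p for T and B cell (mean log2 fold change -1.03, 1 of 9 higher, camera adjusted p = 0.000283, 5.4e-10 to 0.537 over the alternatives) and 2 of the 4 for astrocyte (-0.12, 4 of 15 higher, 0.00476, 0.000131 to 0.554 over the alternatives).

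Library size (1 STZ library above every vehicle library) did not account for the called genes. Nor did GC content or gene length. Medians of 10 groups of genes lay within 0.0231 (GC content) and 0.17 (length) of each other in log2 fold change. Without the 50 most abundant genes 5 genes were called, and the log2 fold change of Rtp1 stayed at 2.57. Their removal hardly moved values under TMM normalization, which trims extreme genes, so this count cannot rule them out. GC content and length were known for 84.8% of the genes.

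A hypothesis is that vascular cells in the sorted samples, in amounts that differ between pools, contribute to the genes higher in STZ. If so, these genes should follow the endothelial markers within each group, where the mean difference between STZ and vehicle plays no part. The genes called higher by DESeq2 did so with a median correlation of 0.76, against 0.13 for random lists matched on expression. For the A1 reactive set it was 0.83, for the pan-reactive set 0.83, for the proliferation heatmap genes 0.91 and for the inflammation heatmap genes 0.82, each above all of the 10000 random lists. For the synapse assembly set it was -0.12, above 16.97% of random lists, so its fall was not explained this way. For the A2 reactive set it was 0.68, above 99.43% of random lists, and for the chemokine ligand set 0.24, above 71.95%, which does not show that its members follow the endothelial markers one by one; its mean score did so more closely (below). Response to cell dissociation (camera adjusted p = 0.00644 for its list) and a glucocorticoid response (1.1e-09) are other candidate explanations for the higher genes, and cycling cells at harvest (1.8e-08 for the cell cycle list) for the proliferation genes; with the estimated inter-gene correlation these became 0.541, 0.224 and 0.541 (5.1e-07 to 0.541, 1.4e-12 to 0.224 and 3.5e-12 to 0.541 over all alternatives). Reactive astrocytes and vascular cells could share these genes, and each group has only 3 samples, so the correlations do not say which cells express them. A response to STZ that differs between pools of the STZ group could also give such correlations, and this was not tested. The random lists were matched on expression alone. A list whose members vary together can exceed them for that reason, so the high percentiles are weak evidence for vascular cells.

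Across the 6 samples, the A1 reactive score correlated with the endothelial score at r = 0.96 (exact permutation p = 0.00972, adjusted p = 0.0194 over 6 relations; rho = 0.94, exact permutation p = 0.0167), and at 0.84 without the 2 samples farthest from the median. Within groups r was 0.91. The pan-reactive, A2 reactive, chemokine ligand and glucocorticoid scores had r of 0.97, 0.92, 0.81 and 0.93 (exact permutation, adjusted p = 0.0125, 0.0125, 0.0733 and 0.0229), rho of 1, 1, 0.94 and 0.89 (exact permutation p = 0.00278, 0.00278, 0.0167 and 0.0333), and r of 0.93, 0.83, 0.71 and 0.93 without those samples. Within groups their r was 0.95, 0.93, 0.68 and 0.81. The synapse assembly score had r = -0.48 (exact permutation p = 0.340, adjusted p = 0.340; rho = -0.43, exact permutation p = 0.419), and 0.37 within groups.

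The paper found glycolytic genes raised in cultures in high glucose. In the sorted astrocytes the 16 glycolysis genes had a mean log2 fold change of -0.071, 3 of 16 higher (camera adjusted p = 0.0452, 0.00288 to 0.541 over the alternatives), and 2 of the 4 divisions gave as small a p. Pfkp, Pkm and Ldha had log2 fold changes of -0.06, -0.18 and 0.03, with edgeR adjusted p-values of 0.867, 0.635 and 0.954.

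Adnp had the largest weight on the first principal component. Its counts were 11, 17 and 386 in the vehicle samples and 1347, 1023 and 1046 in the STZ samples, while Gm20716, which spans Adnp and Dpm1, had 2759, 2441 and 1219 against 0, 0 and 0. The summed counts of the 3 genes changed by a log2 ratio of 0.23, so a different assignment of the same reads between samples is a candidate explanation. Of the 234 genes called by DESeq2, 81 overlap another gene and 7 of these have an opposite change there. With the counts of the overlapping genes added, 45 of the 81 kept their direction and a fold change over 1.5. Among the others, Lama3, Padi2, Ccdc167, Chst8, Pxdn, Micalcl and LOC108168816 were under 1.5-fold in this ratio before any counts were added. For the rest, an abundant and unchanged neighbour can lower the fold change by itself but cannot reverse it. The sign reversed for Dpm1 (log2 ratio 1.03 to -0.088), Rsc1a1 (-2.36 to 0.074), Unc5a (-1.16 to 0.18) and BC065397 (-0.70 to 0.057). For these, a different assignment of reads or an opposite change of the neighbour are candidate explanations. All genes that did not keep a fold change over 1.5 are therefore uncertain and not shown to be wrongly counted.

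Ttr, a choroid plexus gene, had 294190, 801586 and 946948 counts in the vehicle samples and 630779, 498917 and 866005 in the STZ samples.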
